# Nuclear transport of cancer extracellular vesicle-derived biomaterials through nuclear envelope invagination-associated late endosomes

**DOI:** 10.18632/oncotarget.14804

**Published:** 2017-01-24

**Authors:** Germana Rappa, Mark F. Santos, Toni M. Green, Jana Karbanová, Justin Hassler, Yongsheng Bai, Sanford H. Barsky, Denis Corbeil, Aurelio Lorico

**Keywords:** cancer, endosome, extracellular vesicle, mesenchymal stromal cell, nuclear envelope invagination

## Abstract

Extracellular membrane vesicles (EVs) function as vehicles of intercellular communication, but how the biomaterials they carry reach the target site in recipient cells is an open question. We report that subdomains of Rab7^+^ late endosomes and nuclear envelope invaginations come together to create a sub-nuclear compartment, where biomaterials associated with CD9^+^ EVs are delivered. EV-derived biomaterials were also found in the nuclei of host cells. The inhibition of nuclear import and export pathways abrogated the nuclear localization of EV-derived biomaterials or led to their accumulation therein, respectively, suggesting that their translocation is dependent on nuclear pores. Nuclear envelope invagination-associated late endosomes were observed in *ex vivo* biopsies in both breast carcinoma and associated stromal cells. The transcriptome of stromal cells exposed to cancer cell-derived CD9^+^ EVs revealed that the regulation of eleven genes, notably those involved in inflammation, relies on the nuclear translocation of EV-derived biomaterials. Our findings uncover a new cellular pathway used by EVs to reach nuclear compartment.

## INTRODUCTION

Extracellular membrane vesicles (EVs) are nanobiological units released from most cell types into the extracellular milieu. Depending on their biogenesis, they are referred to as exosomes and ectosomes [1, 2]. The former are released when the multi-vesicular bodies fuse with the plasma membrane, whereas the latter bud from the plasma membrane. Given the difficulty to isolate pure populations, we will refer to them collectively as EVs. The physiological functions of EVs are diverse, e.g., cell-cell communication, cellular differentiation, immunity and inflammation [3–5]. In cancerous tissues, the biomaterials carried by cancer cell-derived EVs can play a role in the development of the pre-metastatic niche. Therein, EVs can modulate the function of stromal components, notably multipotent mesenchymal stromal cells (MSCs), to favor cancer progression and metastasis [3, 6–8]. The EV-mediated crosstalk between cancer and non-cancerous cells can also be reciprocal [9]. Several key proteins and nucleic acids (e.g., mRNAs and microRNAs) in EVs modulate and/or interfere with the immunologic properties of MSCs and the interaction of cancer cell-derived EVs with B cells fosters tumor-promoting humoral immunity, ultimately playing a fundamental role in cancer progression [6, 10–12]. Lyden's group demonstrated that EVs promote organ-specific metastasis through their uptake into resident normal cells at their predicted metastatic destination [13].

Various mechanisms to explain the cellular uptake of EVs have been described [14]. The endocytic membrane transport pathway involving early and late endosomes is implicated in directing membrane-bound molecules into lysosomes or shuttling them back to the plasma membrane, directly or via the endoplasmic reticulum (ER) [14–16]. Despite this knowledge, the molecular fate of EV content upon their internalization by recipient cells remains elusive. This is particularly true for EV-associated proteins and nucleic acids that are shuttling to the nucleus of recipient cells [1, 17–19]. The presence of EV-derived biomaterials in the nuclei of host cells suggests that the nuclear pores might participate in the translocation of extracellular signals. Although nuclear envelope is generally viewed as a smoothly convex surface, frequent irregularities and tubular membrane-bound invaginations, sometimes branching ones, are reported in normal and abnormal cells found in animal and plant kingdoms [20]. Nuclear envelope invaginations are abundant in cancer cells and are of diagnostic and prognostic significance [21]. Thus, nuclear envelope morphology is an important component of tumor grade, presumably because nuclear envelope components have central roles in tumor development and progression, and its alteration has adverse prognostic significance in several types of cancer, including breast carcinoma [22]. The exact role of nuclear envelope invaginations is still not completely recognized. They might extend the functions of the peripheral nuclear envelope into the deep part of the nucleoplasm, providing additional spatial control within the nucleus. Numerous vesicular structures were observed in nuclear envelope invaginations [21].

In the present study, we have addressed the following question: do nuclear envelope invaginations participate in the transfer of extracellular signals carried by EVs to the nucleus of recipient cells? This issue was investigated using normal and cancer cell-derived EVs and, as recipient cells, human primary MSCs, FEMX-I malignant melanoma cells or MDA-MB-231 (MDA) breast carcinoma cells. MSCs are often the primary targets of the microenvironment transformation in cancer [23]. Our previous proteomic analysis has revealed a high expression level of the tetraspan membrane protein CD9 and the presence of importin β1, programmed cell death-interacting protein 6 Alix and Ca^2+^-dependent phospholipid-binding protein Annexin A2 among other molecules in FEMX-I cell-derived CD133^+^ EVs [24, 25]. Thus, we engineered cells to express CD9-green fluorescent protein (GFP), resulting in *in vivo* labeling of EVs, which allows monitoring of their intracellular transport upon internalization by host cells. Upon exposure to EVs, CD9-GFP are found not only in the nuclei of the recipient cells, but also in nuclear envelope invagination-associated late endosomes (N-ALE), which constitute an intermediate structure for the delivery of EV-derived biomaterials into cell nuclei.

## RESULTS

### Generation and labeling of EVs

To trace the intracellular trafficking of EVs upon internalization by recipient cells, we engineered malignant FEMX-I and MDA tumor cells and primary MSCs to express CD9-GFP fusion protein, resulting in the production of *in vivo*-labeled EVs. CD9-GFP^+^ EVs released in the conditioned culture medium were enriched by differential centrifugation (Figure 1Aa). The average size of EVs produced by FEMX-I, MDA and MSCs was 123 ± 3.77 nm (mean ± standard error of the mean (s.e.m.)), 134.8 ± 1.00 nm and 114.6 ± 0.83 nm, respectively (Supplementary Figure 1A, *n* = 5 independent preparations). Their heterogeneity in terms of size was previously observed by electron microscopy [24]. In addition to CD9-GFP fluorescence, we stained FEMX-I cell-derived CD9-GFP^+^ EVs with membrane dye 1,1’-dioctadecyl-3,3,3’,3’-tetramethylindocarbocyanine perchlorate (DiI) upon their immunoisolation using CD133-paramagnetic beads (Figure 1Ab). About 70% of CD133^+^CD9-GFP^+^ EVs were positive for DiI as observed by confocal laser-scanning microscopy (CLSM) using the fluorescein isothiocyanate (FITC) and tetramethylrhodamine (TRITC) channels, respectively (Figure 1B, 1C). No red or green autofluorescence associated with EV was observed when DiI labeling was omitted or native CD133^+^ EVs were stained with it, respectively (Figure 1D, left and right panels, respectively).

**Figure 1:**
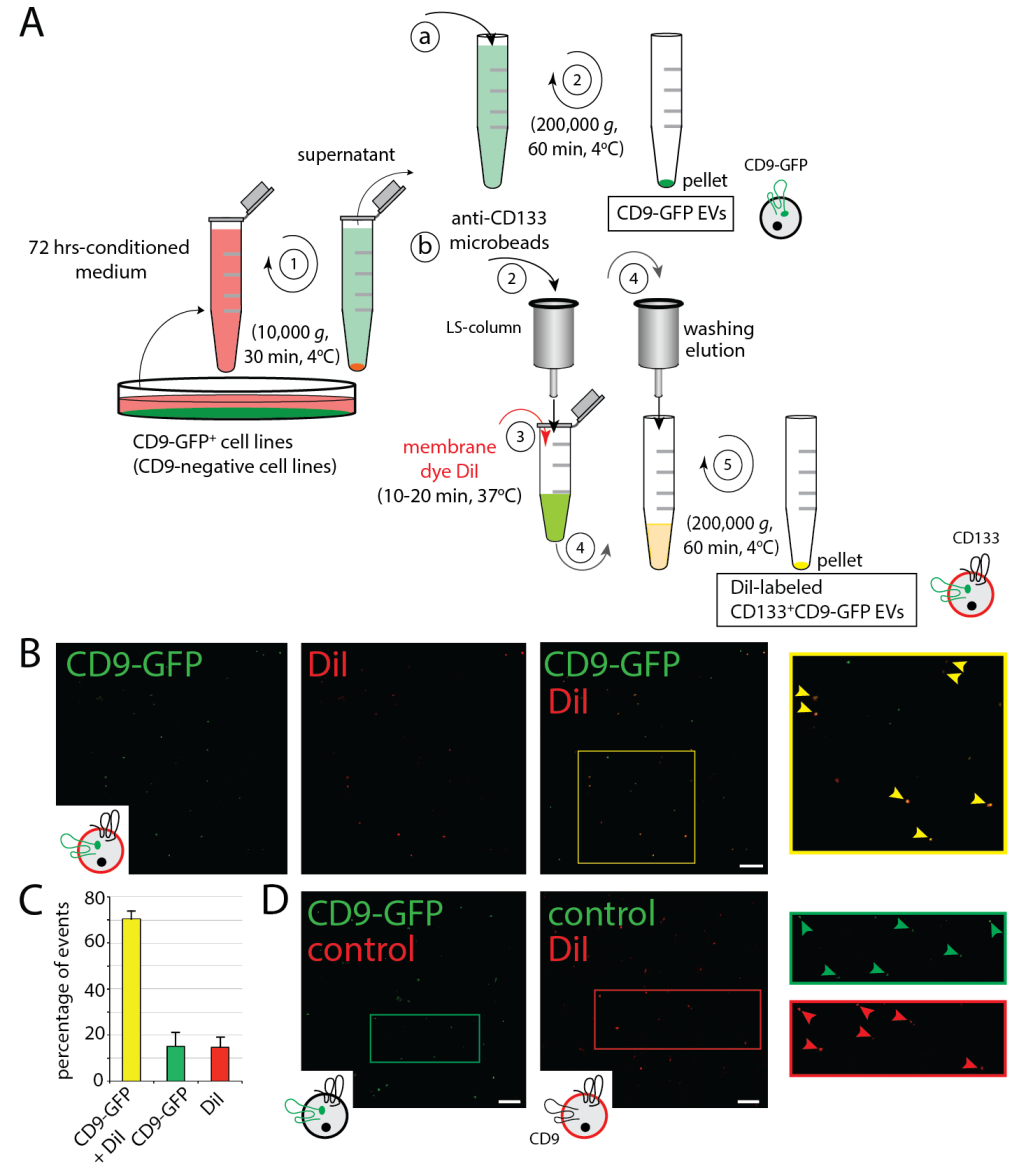
Production, Isolation and Labeling of EVs **A**. Isolation scheme of CD9-GFP^+^, CD133^+^CD9-GFP^+^ and CD133^+^CD9^-^ EVs derived from transfected or infected cells. EVs containing CD9-GFP (or those derived from cells infected with shCD9 lentivirus, not depicted) were enriched from 72 h-conditioned media by differential centrifugation alone (a) or in combination with immunomagnetic isolation using anti-human CD133 microbeads (b). In both cases, conditioned media were first centrifuged at 10,000 x *g* for 30 min (step 1). Total CD9-GFP^+^ EVs were then recovered upon ultracentrifugation of 10,000 *g*-supernatant (a, 2) or CD133^+^CD9-GFP^+^ EVs were immune-isolated (b, 2), labeled with membrane dye DiI (3), washed/eluted (4) and recovered by ultracentrifugation (5). The illustrated EVs indicated their CD9-GFP (green) and/or membrane (red) labeling. **B**., **C**. FEMX-I cell-derived DiI-labeled CD133^+^CD9-GFP+ EVs were adhered to coverslip and observed by CLSM (B). The area indicated with a yellow square is displayed at higher magnification. Arrowheads indicate double fluorescent EVs. Percentages of double-labeled EVs (CD9-GFP + DiI) or single-labeled EVs (CD9-GFP or DiI) within our preparations are presented (C, *n* = 3 independent experiments). Note that not all CD9-GFP^+^ EVs are labeled with DiI or expressed CD9-GFP. **D**. As controls, CD9-GFP^+^ EVs (left panel) or native EVs labeled with DiI (right panel) were observed by CLSM. The areas indicated with squares are displayed at higher magnification. Note the absence of autofluorescence of EVs in both conditions (arrowheads). Scale bar, 5 µm.

### EV-derived macromolecular membrane complexes are transported into the nuclear compartment

To determine whether isolated EV-derived biomaterials reach the nuclear compartment of recipient cells as previously suggested (see Introduction), we incubated native FEMX-I, MDA and MSCs with enriched CD9-GFP^+^ EVs (5 × 10^7^ particles/ml; 0.075 µg protein/ml) for 4.5 h. In each case, EVs were generated by the corresponding CD9-GFP-transfected or infected cell lines. After the incubation, inner nuclear membrane was stained with SUN domain-containing protein 2 (SUN2) antibody (Ab) and samples were analyzed by CLSM. Data are presented as three-dimensional (3D) image of one cell where a slice composed of 1-3 sections (0.4 µm/section for FEMX-I and MDA cells, 0.2 µm/section for MSCs) containing the relevant biomaterials in the nuclear compartment is shown. In all cases, GFP signals were detected in the nucleus of receiving cells (Figure 2A, FEMX-I cells; 2B, MSCs; MDA, data not shown). They appeared nonetheless with a low frequency per cell, i.e. 1.87 ± 0.03, 1.96 ± 0.05 and 1.44 ± 0.02 [50 cells were evaluated per experiment, *n* = 3 independent experiments] for FEMX-I, MDA and MSCs, respectively.

**Figure 2:**
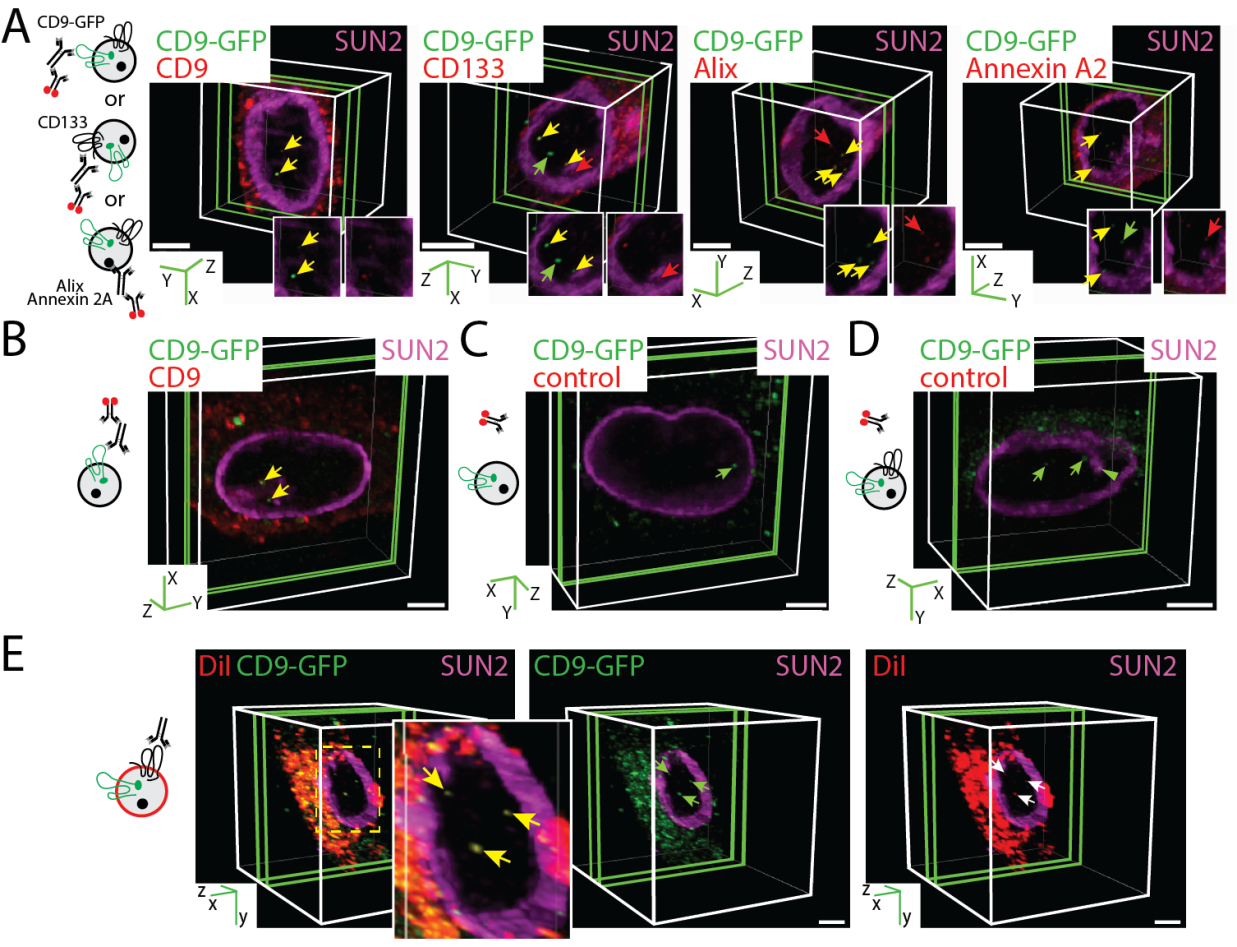
CD9-GFP ^+^ EV-derived Biomaterials Localized in the Nuclear Compartment of Recipient Cells **A**., **B**. FEMX-I cells (A) and MSCs (B) were incubated (4.5 h) with 5 × 10^7^ EVs/ml derived from CD9-GFP-transfected FEMX-I or infected MSCs, respectively, prior to their immunolabeling with SUN2 Ab (purple, all cases) and CD9, CD133, Alix and Annexin A2 Abs (red) as indicated. Cells were analyzed by CLSM and 3D reconstructions of 1-3 sections (0.4-µm each for FEMX-I cells or 0.2-µm for MSCs, green slice) of one cell are shown. In insets, relevant areas of the nucleus are displayed in individual single channels. (A). CD9-GFP or specific antigen signals and those co-labeled are indicated (green, red and yellow arrows, respectively). The cartoons illustrate the EVs with the pertinent labeling. Note the absence of CD133 in MSC-derived EVs. **C**., **D**. As negative control, only secondary Ab was employed on MSCs (C) and FEMX-I cells (D). The green arrowhead indicates the presence of CD9-GFP in nuclear envelope invagination (D). **E**. FEMX-I cells were incubated with DiI-labeled CD133^+^CD9-GFP^+^ EVs (5 × 10^7^ particles/ml) prior to CLSM. Arrow indicates the double-labeled EV-derived biomaterials in the nucleus. Scale bars, 5 µm.

To gain insight into the composition of nuclear EV-derived biomaterials, we probed FEMX-I cells or MSCs with specific Abs directed against EV-associated proteins. Indirect immunofluorescence revealed first that a significant fraction of nuclear GFP materials was co-stained with CD9 Ab in both cell types (Figure 2A, first panel; 2B). Indeed, more than half of GFP were immunopositive for CD9, suggesting that CD9-GFP fusion protein is not fully degraded (for quantification see Supplementary Figure 1B). Second, the stem (and cancer stem) cell marker CD133 - a pentaspan membrane glycoprotein - was also associated with nuclear GFP in FEMX-I cells (Figure 2A, second panel, Supplementary Figure 1B). CD133 is not expressed in cultured MSCs or MDA cells [26] (see below). Third, Alix and Annexin A2 were also co-stained with nuclear GFP (Figure 2A, two right panels, respectively). Alix is a *bona fide* protein involved in exosome biogenesis [27] and it is found, like annexin 2A, in FEMX-I cell-derived CD133^+^ EVs [25]. In all cases, a fraction of nuclear GFP was not labeled with any Ab, suggesting that they represent a proteolytic fragment of CD9-GFP (Figure 2A, Supplementary Figure 1B). Single antigens were also observed, suggesting that they are either degradation products of EVs or derived from host cells (Figure 2A, Supplementary Figure 1B). No antigenic fluorescent signal was detected when primary Ab was omitted (Figure 2C, 2D). In contrast, the non-EV associated multidrug resistance protein 1, expressed in both FEMX-I cells and MSCs, was not co-detected with nuclear GFP (data not shown).

The association of specific proteins with nuclear GFP signal suggests that a macromolecular complex derived from EVs is transported to recipient cell nuclei. This finding prompted us to determine whether the multiprotein complex remains associated with the lipid bilayer of EVs. To that end, we stained the CD133^+^CD9-GFP^+^ EVs with DiI prior to their incubation with FEMX-I cells. CLSM analysis revealed double-fluorescent (DiI and GFP) signals in nuclei of host cells, suggesting that not only a multiprotein complex was transferred to the nuclear compartment, but also the associated DiI-labeled membrane fragments (Figure 2E).

### EV-derived biomaterials are found in nuclear envelope invagination-associated late endosomes

To investigate the intracellular path followed by EV-mediated extracellular signals *en route* to the nuclear compartment, we infected stromal and cancer cells with baculovirus that produced red fluorescent protein (RFP) or GFP-tagged fusion proteins that highlight specific cellular organelles, e.g., late and early endosomes, Golgi apparatus, ER and mitochondria. For instance, late endosomes were identified using Rab7-RFP. Afterward, MSCs and FEMX-I cells were incubated (4.5 h) with CD9-GFP^+^ EVs (5 × 10^7^ particles/ml) that derived from the same cell type as the recipient ones, processed for immunolabeling for SUN2 and analyzed by CLSM. Surprisingly, CD9-GFP was not only scattered throughout the nuclear compartment, but also concentrated in SUN2-labeled nuclear envelope invaginations (Figure 3A, MSCs; 3B, 3C, FEMX-I cells; data not shown; see also Figure 2D). Therein, the late endosomal membranes highlighted by Rab7-RFP appeared surrounded by the inner nuclear membrane and contained CD9-GFP (Figure 3A-3C), indicating that a subdomain of late endosomes is penetrating into nuclear envelope invaginations. Thereafter, these particular late endosome subdomains are referred to as N-ALE. Transverse and longitudinal sections of N-ALE containing CD9-GFP are presented (Figure 3A and 3B, 3C, respectively). In some cases, Rab7 and CD9-GFP are found at the extremity of nuclear envelope invagination (Figure 3C, Supplementary Video 1). We observed a limited number of CD9-GFP-loaded N-ALE per cell (i.e. 0.275 ± 0.06 [51 MSCs cells analyzed], 0.26 ± 0.05 [107 FEMX-I cells] and 0.39 ± 0.07 [90 MDA cells]), which is in line with the low number of nuclear CD9-GFP signals.

**Figure 3:**
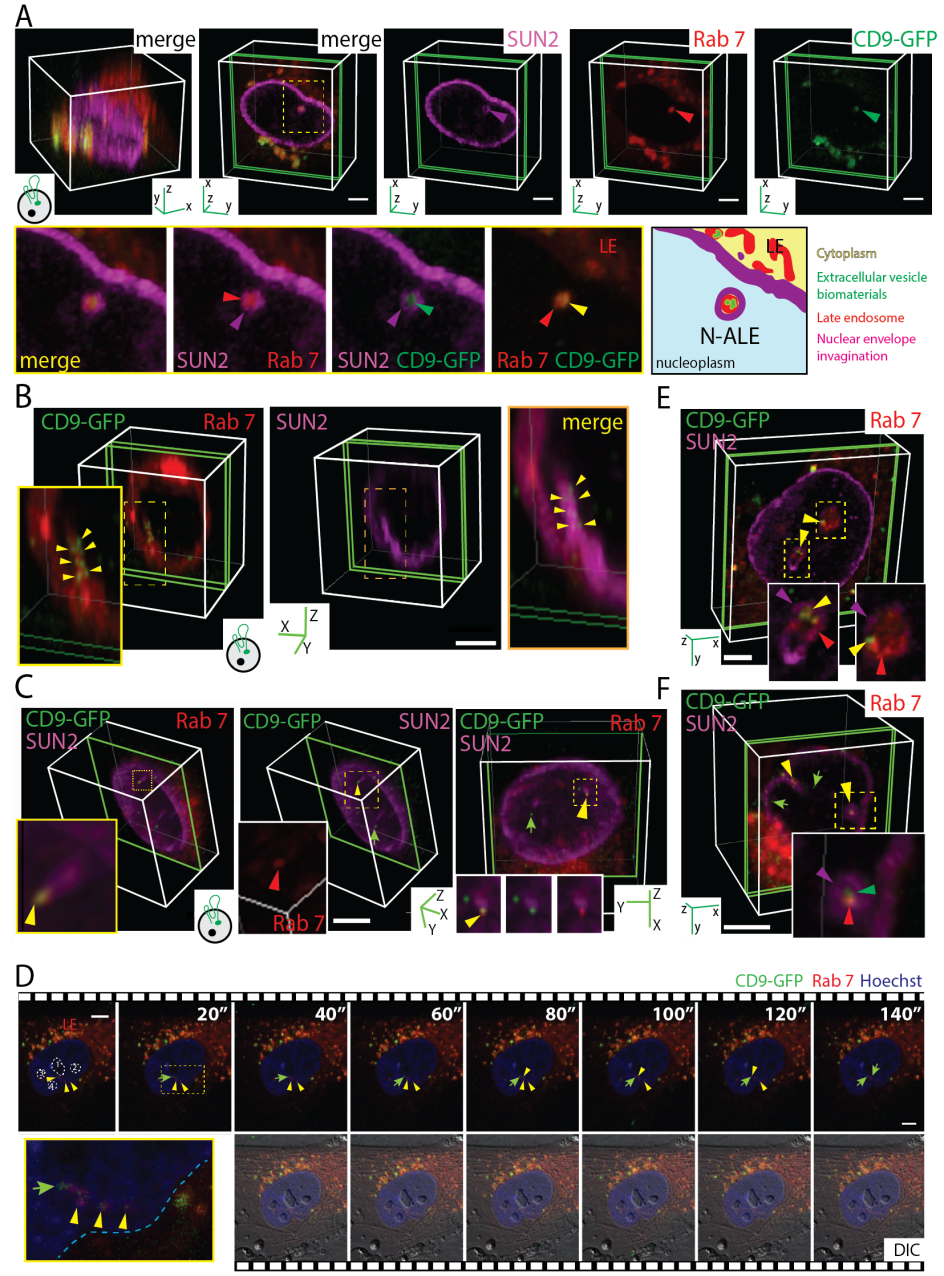
CD9-GFP ^+^ EV-derived Biomaterials Localized in N-ALE **A**.-**F**. MSCs (A, D, E) or FEMX-I cells (B, C, F) expressing Rab7-RFP (A-D) or not (E, F) were incubated (4.5 h) with 5 × 10^7^ CD9-GFP^+^ EVs/ml derived from CD9-GFP^+^ MSCs or FEMX-I cells, respectively, prior to staining with SUN2 Ab (A-C) or Hoechst 33342 (D). Alternatively, cells were double-labeled with SUN2 and Rab7 Abs (E, F). Samples were analyzed either by CLSM (A-C, E, F) or time-lapse video microscopy (D). 3D reconstructions of 40 x-y sections (0.4-µm each; A, left panel) or 1-3 sections (green slice) of a given cell are shown (A-C, E, F). Elapsed time of video is indicated in top right corner (D). Relevant areas (dashed squares) covering nuclear envelope invaginations containing Rab7^+^ late endosomes (LE) and CD9-GFP (purple, red and yellow/green arrowheads, respectively) are enlarged. A cartoon illustrating N-ALE containing CD9-GFP is displayed (A). Note the presence of CD9-GFP at the tip of the N-ALE (C. yellow arrowhead) or in the nucleoplasm (C, D, green arrow). N-ALE are often close to the nucleoli (D, numbered 1-4). DIC, differential interference contrast image. Scale bars, 5 µm. Images in panels C and F are presented in Supplementary Videos 1 and 2, respectively.

The occurrence of EV-derived CD9-GFP in N-ALE was also detected in live cells by time-lapse video microscopy (Figure 3D), indicating that they are not false signals generated during the fixation. Furthermore, the CD9-GFP appeared to be transferred to the nucleoplasm (Figure 3D, arrow) suggesting that N-ALE may act as an intermediate subcellular compartment in the transmission of biomaterials between the extracellular milieu and nuclei of host cells.

Since the overexpression of Rab proteins (including Rab7) can induce the neo-formation of biological structures or interfere with endosomal functions [28, 29], we immunolabeled the endogenous Rab7 instead of its ectopic expression as a fusion protein. Again, CD9-GFP is found in Rab7+ late endosomes located in the nuclear envelope invaginations (Figure 3E, MSCs; 3F, Supplementary Video 2, FEMX-I cells), indicating that Rab7-RFP overexpression did not cause this phenomenon.

### Characterization of N-ALE

Does the incubation of cells with EVs induce N-ALE? To answer this question, we re-analyzed each of the three cell types (MSCs, FEMX-I and MDA cells) without exposure to CD9-GFP^+^ EVs. In all cell types, N-ALE were observed, irrespective of the methods of detection of Rab7 (i.e. ectopic expression of Rab7-RFP *versus* immunostaining) (Figure 4A-4D). Nonetheless, not all cells contained N-ALE. They were observed in ≈ 35-45% of them (Figure 4E, 4F, Supplementary Table 1). In contrast to late endosomes, early endosomes and Golgi apparatus that were highlighted with Rab5a- or Golgi-resident enzyme N-acetylgalactosaminyltransferase 2-RFP fusion proteins, respectively, were not observed in the nuclear envelope invaginations (Supplementary Figure 2A-C). Given the membrane continuity between ER and the outer nuclear membrane, a co-localization of ER luminal marker (i.e. GFP containing ER signal sequence of calreticulin with KDEL retention signal) with Rab7 and SUN2 was detected in N-ALE (Supplementary Figure 2D). Mitochondria highlighted with GFP-fusion protein containing the leader sequence of E1 α pyruvate dehydrogenase were excluded (Supplementary Figure 2E).

**Figure 4:**
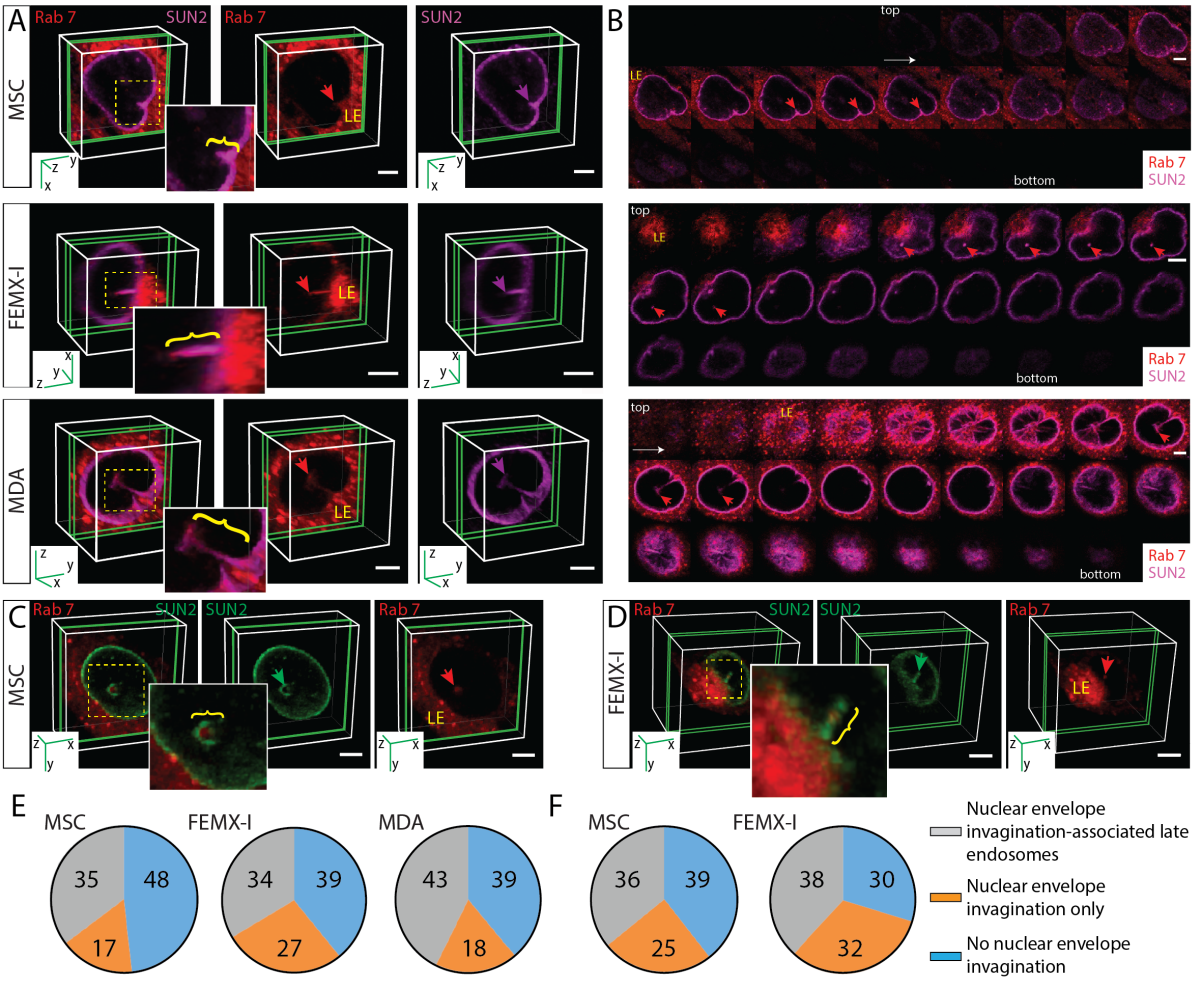
Subdomains of Late Endosomes Invading Nuclear Envelope Invaginations **A**., **B**. MSCs, FEMX-I and MDA cells expressing Rab7-RFP were immunolabeled with SUN2 Ab and analyzed by CLSM. 3D reconstructions of 1-3 sections (green slice) of one cell are shown, and relevant areas (yellow squares) covering nuclear envelope invaginations (purple arrow) with Rab7^+^ late endosomes (red arrow) are enlarged (A). The late endosome subdomains invading nuclear envelope invagination are indicated (bracket). Relevant individual x-y sections of the images presented in panel A are displayed (B). The image of FEMX-I cells is also presented in Supplementary Video 3. **C**., **D**. MSCs or FEMX-I cells were double-labeled with SUN2 and Rab7 Abs and analyzed by CLSM. The late endosome subdomains (Rab7, red arrow) invading nuclear envelope invagination (SUN2, green arrow) are indicated (bracket). **E**., **F**. Percentages of cells with SUN2-stained nuclear envelope invaginations containing Rab7 (observed either upon its expression as Rab7-RFP fusion protein (E) or immunostaining (F)), or not are indicated in pie charts (>50 cells were evaluated per experiment, *n* = 3; extended data are presented in Supplementary Table 1). Scale bars, 5 µm.

At a molecular level, the nuclear-intermediate filament protein lamin B1 that constitutes the lattice-like matrix at the inner membrane of nuclear envelope was found in the nucleoplasm surrounding the N-ALE (Supplementary Figure 3A). β-actin appeared to be excluded or its amount therein was below the detection level (Supplementary Figure 3B). Structurally, N-ALE were observed either as superficial indentations of nuclear envelope (Figure 4A, MSCs) or deep recesses (Figure 3A, MSCs; Figure 4A, Supplementary Video 3, FEMX-I). Often, they came in close contact with nucleoli (Figure 3D). Multiple and/or branching N-ALE were detected (Figure 4A, MDA; Supplementary Figure 4A, B, FEMX-I) consistent with the biology of nuclear envelope invaginations [21].

### EVs can modulate the dynamics of N-ALE

Although a limited amount of EV-derived biomaterials was observed in N-ALE and nuclei of recipient cells, we cannot exclude that a prolonged exposure to, or a higher concentration of, EVs will increase the number of N-ALE and/or modulate their frequency. Indeed, incubation of FEMX-I cells with CD9-GFP^+^ EVs for 18 h (instead of 4.5 h) increased the nuclear EV-derived biomaterials from 1.87 ± 0.03 up to 3.16 ± 0.18 (*p* = 0.002). The exposure of cells to a higher concentration of EVs (1 × 10^9^ instead 5 × 10^7^ particles/ml) resulted also in a significant increase in the number of CD9-GFP in the nuclear compartment (Figure 5A, 5B). Similarly, the percentage of cells with CD9-GFP-loaded N-ALE increased (Figure 5C, Supplementary Table 1), suggesting that EVs can modulate the dynamics of N-ALE and nuclear envelope invaginations [30]. Moreover, a 3.62-fold increase in CD9-GFP-loaded N-ALE per cell was observed (0.94 ± 0.08 *vs*. 0.26 ± 0.05; 50 cells were evaluated per experiment, *n* = 3), substantiating a link between the amount of EV-derived biomaterials in N-ALE and nuclei.

**Figure 5:**
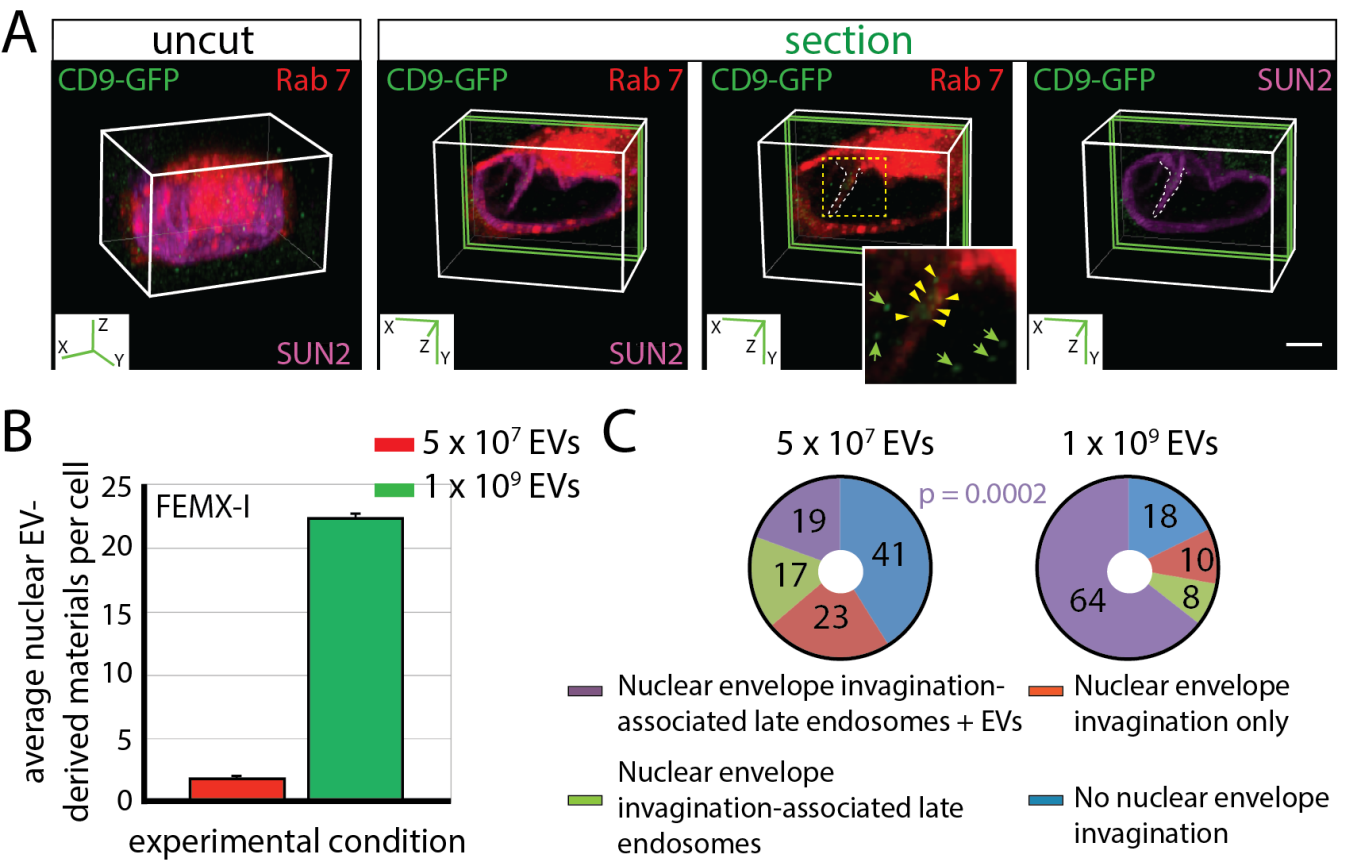
Dose-dependent Localization of CD9-GFP^+^ EV-derived Biomaterials in N-ALE and Nuclear Compartment of Recipient Cells **A**.-**C**. FEMX-I cells expressing Rab7-RFP were incubated (4.5 h) with 5 × 10^7^ or 1 × 10^9^ EVs/ml derived from CD9-GFP-transfected FEMX-I cells prior their immunostaining for SUN2, and analyzed by CLSM. 3D reconstructions of 40 x-y sections (0.4-µm each; uncut) or 2 sections (green slice) of cells incubated with 1 × 10^9^ EVs/ml are displayed. The relevant area (dashed square) covering a nuclear envelope invagination (dashed line) with Rab7^+^ late endosomes containing CD9-GFP (arrowheads) is enlarged. CD9-GFP found in the nucleus are indicated (arrows). The average of CD9-GFP in the nucleus of a given cell is indicated (B, error bars, s.e.m., >50 cells were evaluated per experiment, *n* = 3). Percentages of cells without or with SUN2-stained nuclear envelope invaginations containing or not Rab7-RFP (late endosomes) as well as CD9-GFP (EV-derived biomaterials) upon their exposure to EVs are indicated in pie charts (C, extended data are presented in Supplementary Table 1). The P value of the number of cells with N-ALE containing CD9-GFP (N-ALE + EVs) upon exposure to 5 × 10^7^ *vs*. 1 × 10^9^ CD9-GFP^+^ EVs/ml is indicated. Scale bar, 5 µm.

### Involvement of tetraspanin membrane protein CD9 in the endocytosis of EVs

Because tetraspanin protein CD9 is widely expressed in EVs, we evaluated its role in the uptake of EVs, and hence, the dynamics of N-ALE. To that end, we added a monoclonal (m) anti-CD9 Ab to recipient cells during their incubation with EVs (5 × 10^7^ particles/ml). First, we observed that the percentage of cells with CD9-GFP-loaded N-ALE significantly increased for FEMX-I and MDA cells, but marginally for MSCs (Supplementary Figure 5A, Supplementary Table 1). Second, the number of CD9-GFP-loaded N-ALE per cell almost doubled for cancer cells (from 0.26 ± 0.05 to 0.48 ± 0.06 [106 cells] and 0.39 ± 0.07 to 0.59 ± 0.07 [113 cells] for FEMX-I and MDA cells, respectively), but not for MSCs (0.275 ± 0.06 to 0.34 ± 0.07 [62 cells]). Third, the number of EV-derived biomaterials in the nucleus also increased; from 1.87 ± 0.03 to 3.2 ± 0.34 (Supplementary Figure 5B; *p* = 0.0177), 1.96 ± 0.05 to 2.92 ± 0.11 (*p* = 0.001), and 1.44 ± 0.02 to 1.94 ± 0.15 (*p* = 0.03) for FEMX-I, MDA and MSCs, respectively (50 cells evaluated per experiment, *n* = 3). These observations are in line with the role of N-ALE as an intermediate subcellular compartment in the transfer of EV-derived biomaterials to the nucleus of recipient cells. When a similar experiment was performed with an anti-CD133 mAb, no significant increase in the number of nuclear EV-derived biomaterials was detected in recipient cells (Supplementary Figure 5B). It is conceivable that CD9 Ab causes CD9 cross-linking, which stimulates the binding of CD9-containing EVs to the plasma membrane of host cells and enhances their uptake. Given the fusogenic role of CD9 [31, 32], the CD9 Ab may as well facilitate membrane fusion between EVs and recipient cells, particularly in N-ALE. The high level of CD9 in EVs derived from FEMX-I and MDA cells (Supplementary Figure 5C) by comparison to those produced by MSCs might explain the limited effect of CD9 Ab on MSCs (Supplementary Figure 5A).

To determine further the implication of CD9 in the uptake of EVs and the nuclear translocation of biomaterials derived therefrom, we knocked down its expression in FEMX-I and MDA cells using a non-overlapping pool of shRNAs (Supplementary Figure 5C, Cells). As a result, a significant reduction of CD9 was observed in EVs (Supplementary Figure 5C, top panels, EVs). The reduction of CD9 did not affect the presence of CD133 and importin β1 in EVs (Supplementary Figure 5C, middle and bottom panels, EVs). MDA cells did not express CD133 (data not shown). DiI-labeled CD133^+^CD9-depleted EVs were then prepared from FEMX-I CD9sh cells and incubated with either native or CD9-depleted FEMX-I cells (Supplementary Figure 5D, see cartoon). While DiI-labeled membrane signals from native EVs used as positive control were found in the nuclear compartment of native cells (Supplementary Figure 5D, top panels, arrow), the endocytosis of CD9-depleted EVs was strongly decreased (Supplementary Figure 5D, second row panels). Reciprocally, the cellular uptake of CD9-containing EVs by CD9-depleted cells was reduced (Supplementary Figure 5D, third row panels). Almost no cytoplasmic EV-derived biomaterials were observed when EVs and host cells were depleted of CD9 (Supplementary Figure 5D, bottom panels). In all scenarios, the depletion of CD9 either in EVs or recipient cells impaired the delivery of EV-derived biomaterials to N-ALE and completely abolished their nuclear entry (Supplementary Figure 5D). The latter phenomenon was also observed when CD9 Ab was added during the incubation (Supplementary Figure 5D). Similar data were obtained with MDA CD9sh cells and DiI-labeled CD9-depleted EVs (data not shown). Given the absence of CD133 in MDA cells, EVs were enriched from 10,000 *g*-supernatant of conditioned medium by ultracentrifugation.

Beyond the role of CD9 in the uptake of EVs, the general perturbation of endocytic machinery interferes with nuclear entry of EV-derived biomaterials. For instance, the pre-treatment of cells with dynasore, a cell-permeable inhibitor of dynamin, totally blocked the intracellular uptake of DiI-labeled CD133^+^CD9-GFP^+^ EVs (Supplementary Figure 6A), and consequently the nuclear localization of EV-derived biomaterials. Likewise, inhibition of cholesterol-dependent endocytic process by methyl-β-cyclodextrin-mediated cholesterol extraction partly impeded EV uptake, but totally abrogated the nuclear localization of EV-derived biomaterials (Supplementary Figure 6A). Finally, isolated MSC nuclei were not able to uptake the content of EVs (Supplementary Figure 6B), indicating that CD9-mediated endocytosis is a prerequisite condition for the nuclear localization of EV-derived biomaterials.

### Implication of importin β1 in the nuclear entry of EV-derived biomaterials

The immunoblotting of cell lysates and EVs derived from various human melanoma and breast cancer cell lines revealed a widespread expression of importin β1 in EVs (Figure 6A) in agreement with our proteomic analysis of FEMX-I cell-derived CD133^+^ EVs [25]. Importin β1 mediates nuclear transportation of cytoplasmic proteins through the nuclear pore complex. This stepwise process is regulated by the interaction of importin β1/importin α/cargo complex with nucleoporins [33–35]. Although importins are known to translocate soluble cargo into the nucleus, an additional role to shuttle EV-derived biomaterials from N-ALE to nuclei cannot be excluded. Indeed, the low number of CD9-GFP-loaded N-ALE per cell and limited amount of CD9-GFP signal in the nucleus might be explained by the fact that only a minute fraction of total nuclear pores (i.e. those in close contact with late endosomal membranes) is involved in the nuclear import of EV-derived biomaterials. These observations prompted us to examine the potential co-localization of importin β1 with endocytosed EVs. Interestingly, importin β1 immunoreactivity co-localized with EV-derived CD9-GFP inside the N-ALE and nuclei of recipient FEMX-I cells (Figure 6B, yellow arrowhead and arrow, respectively). Likewise, nucleoporin immunoreactivity is found in nuclear membrane invaginations containing Rab7 and EV-derived CD9-GFP (Figure 6C, green arrowhead).

**Figure 6:**
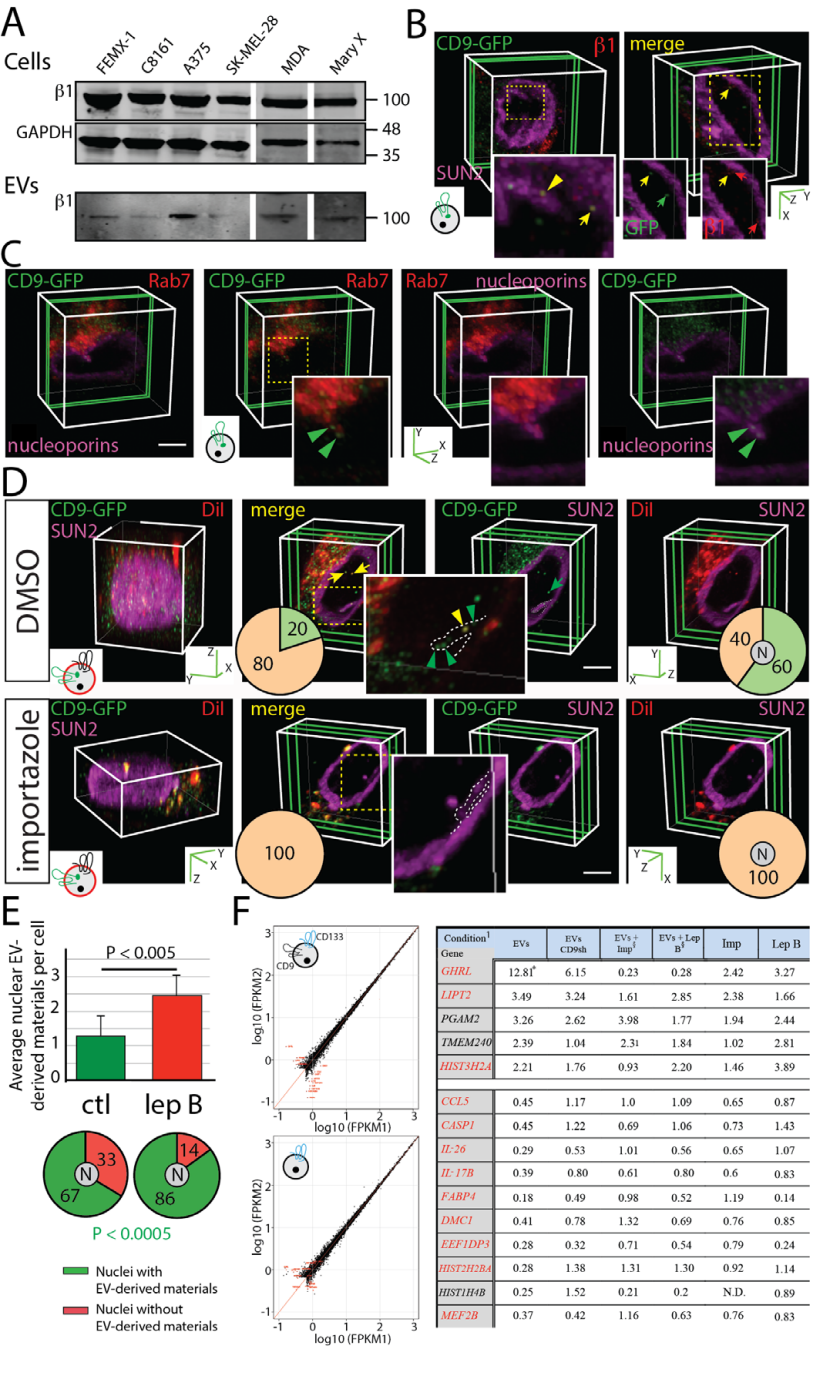
Nuclear Pore Involvement in the Translocation of EV-derived Biomaterials into the Nucleus and Early Changes in MSC Transcriptome Induced by Melanoma EVs are Prevented by Importazole **A**. Lysates from melanoma and breast cancer cell lines and EVs released therefrom were analyzed by immunoblotting for importin β1. GAPDH is used as loading control. (For the blot source data, see Supplementary Figure 9). **B**., **C**. Native FEMX-I cells (B) or those expressing Rab7-RFP (C) were incubated (4.5 h) with FEMX-I cell-derived CD9-GFP^+^ EVs (5 × 10^7^ EVs/ml, see cartoon). Cells were then double-immunolabeled for SUN2 and importin β1 (B) or nucleoporin alone (C), and analyzed by CLSM. Representative images of 3D reconstructions of 1-3 sections (green slice) are displayed. Relevant areas (dashed squares) are enlarged. A partial colocalization of CD9-GFP and importin β1 in N-ALE and nucleus are indicated (B, yellow arrowhead and arrow, respectively) (B). Both proteins are also individually detected in the nucleus (B, green and red arrow). A colocalization CD9-GFP and nucleoporins in Rab7^+^ structures is found (C, green arrowhead). **D**., **E**. FEMX-I cells were incubated (4.5 h) with DiI-labeled CD133^+^CD9-GFP^+^ EVs (5 × 10^7^ EVs/ml). Importazole (D) and leptomycin B (E) were added after the initial 2.5 h-incubation. Dimethyl sulfoxide (DMSO) (D) and methanol (E) were used as vehicle controls (ctl). Cells were immunolabeled for SUN2 and analyzed by CLSM. 3D reconstructions of 40 to 45 x-y sections (0.4-µm each; D, left panels) or 3 sections (D, right panels, green slice) of one cell are shown. The presence of CD9-GFP and DiI-labeled membranes in SUN2-labeled nuclear envelope invagination (dashed line) or nucleus are indicated (D, arrowhead and arrow, respectively). Percentages of cells with EV-derived biomaterials in nuclear envelope invagination or nucleus (N) are indicated in pie charts (D, left and right, respectively; positive, green; negative, orange) while the average of nuclear EV-derived biomaterials per cell and percentages of cells with nuclear EV-derived biomaterials are presented (E) The P value of the number of cells with nuclear EV-derived biomaterials is indicated (>50 cells were evaluated per experiment, *n* = 3; extended data are presented in Supplementary Table 1). Scale bars, 5 µm. **F**. Scatter plot of log_10_ Fpkm (Fragments Per Kilobase Of Exon Per Million Fragments Mapped) of MSC genes exposed to solvent alone (1) or to 1 × 10^9^ EVs/ml from parental (upper left panel) or CD9sh (lower left panel) FEMX-I cells for 4.5 h (2). Fold-changes in gene expression compared with control MSCs exposed to solvent alone (right panel). ^1^Conditions are described in Supplemental Methods. *All numbers indicate the fold change in gene expression by comparison to the control sample (i.e. MSCs exposed to solvent alone). ^§^Imp, importazole; Lep B, leptomycin B.

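In the comparison of EVs with solvent, 11592 genes had an FPKM of at least 1 in both groups, and 85 of them were past the cutoff, 39 higher and 46 lower. The median log2 ratio of the 11592 genes was 0.0035, and that of the 11629 such genes with CD9sh EVs was −0.0054. Genes listed at 0 in either group, such as SNORD52 with EVs, were not compared. Among the compared genes, the authors' limits did not overlap between EVs and solvent for 28 genes. Of the 28 genes, 26 are shorter than 300 nt, where a few reads give a large FPKM. SNORD63 was the lowest of the 28 relative to solvent, with a log2 ratio of −2.89. Its FPKM was 1200.1 in solvent (1157 to 1244) and 162 with EVs (146 to 179). SNORA71E was the highest, with a log2 ratio of 1.43. Both are small nucleolar RNAs. With CD9sh EVs, the limits separated from those of solvent for 29 of all 17675 genes compared (28 of the genes with an FPKM of at least 1 in both groups). Of the 29 genes, 26 are shorter than 300 nt, and SNORD101 had a log2 ratio of 2.52.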

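The tables also hold the groups that received a drug without EVs. Relative to solvent, leptomycin B alone moved 6 of the 15 genes past the cutoff in the direction seen with EVs. They included GHRL (log2 ratio 1.71), PGAM2 (1.29), HIST3H2A (1.98), FABP4 (−2.89) and EEF1DP3 (−2.06). With importazole alone, 2 of the 15 genes did so, GHRL (1.28) and LIPT2 (1.23). HIST1H4B was listed at 0 with importazole alone, and no ratio was computed for it. For none of the 15 genes did the authors' limits separate from solvent in any of the 6 exposed groups.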

The treatment of host cells with importazole, a molecule that specifically inhibits the function of importin β1 by altering its interaction with Ran-GTP [36], totally abrogated the nuclear localization of fluorescent materials derived from DiI-labeled CD133^+^CD9-GFP^+^ EVs (Figure 6D, bottom panels). In contrast, 60% of cells treated with DMSO as a vehicle control contained nuclear DiI/CD9-GFP signals (Figure 6D, top panels, yellow arrow). Intriguingly, we found no EV-derived biomaterials in nuclear membrane invaginations of importazole-treated cells, while 20% of DMSO-treated cells contained them, suggesting that their maintenance therein is dependent on the nuclear import system (Figure 6D). The exposure of cells to importazole neither interfered with the presence of Rab7^+^ late endosome subdomains in nuclear envelope invaginations (38 and 34% of importazole- and DMSO-treated cells, respectively, contain N-ALE, 30 cells per experiments, *n* = 3) nor impaired the trafficking of EVs to cytoplasmic-located Rab7^+^ late endosomes (data not shown). Conversely, we observed increases in the number of nuclear DiI/CD9-GFP signals per cell and the percentage of cells with such nuclear labeling (Figure 6E, top and bottom panels, respectively, Supplementary Table 1) when recipient cells were incubated with leptomycin B, which impairs the nuclear export of cargo molecules. Collectively, these data suggest a role of the nuclear translocation machinery in transfer of EV-derived biomaterials into the nucleus, and therein they may have a short life.

### Changes in MSC transcriptome induced by nuclear import of EV-derived biomaterials

Are EV-derived biomaterials translocated to nuclear compartment influencing the transcriptome of recipient cells? By applying a RNA sequencing (RNA-seq) approach, we found that the expression of only 15 transcripts was altered upon short exposure (4.5 h) of MSCs to EVs derived from cancer FEMX-I cells, but not (or to a lesser extent) to CD9-depleted EVs (Figure 6F). 

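RNA from MSCs, here primary human mesenchymal stromal cells, was sequenced in 7 groups of 2 libraries each, with single-end reads of 52 nt from libraries enriched for poly(A) RNA. The cells were exposed for 4.5 h to solvent alone, to 1000000000 EVs per ml from parental FEMX-I cells (a human melanoma line), or to the same number of EVs from FEMX-I cells in which CD9 was knocked down (CD9sh EVs). In 2 further groups the parental EVs were combined with 40 µM importazole or 10 ng/ml leptomycin B, and in 2 groups either drug was given without EVs, with a drug exposure of 2 h. The authors mapped the reads to the human genome build GRCh38 with TopHat2 and estimated abundances with Cuffdiff 2.2.1 in separate runs, each on a pair of groups. The 13 deposited tables list 26372 genes and give, for each group, 1 FPKM that pools both libraries, with the lower and upper limits of its 95% confidence interval. No read total per library is given in the tables. The pooled FPKM of a group differed slightly from run to run, and from these differences the values of the 2 libraries of each group were recovered for 98.1% to 99.7% of the genes with an FPKM above 0.05. The recovered libraries carry no number. For 62.6% of 500 genes with low values, the recovered values were whole multiples of what 1 read is worth, within a tolerance. Among the 15 genes of Figure 6F, root mean square deviations counted as whole reached 0.0494 (CCL5), and those not counted began at 0.173 (DMC1). After the depths were shuffled between libraries, 0 of 500 genes had whole multiples. The steps gave depths between 0.561 and 1.07 relative to the deeper solvent library, and a summed depth of the EV group that was 1.22 times that of the solvent group.
Ratios were computed within a run, over genes with the Cuffdiff status OK and an FPKM above 0 in both groups. A gene was counted as changed when its absolute log2 ratio exceeded 1.1, the cutoff in Supplemental Methods, without a minimum FPKM. Because the pooled values carry no replicate error, the authors' limits of the 2 groups were compared as well. In addition, limma was run on log2(FPKM + 1) of the recovered library values, with all 14 libraries in 1 fit, a test that was chosen after the tables were seen.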

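Between EVs and solvent, 17627 genes could be compared and 1095 of them (6.21%) were past the cutoff, 512 higher and 583 lower with EVs. All 15 genes of Figure 6F were among them. Of the 1095 genes, 987 (90.1%) had an FPKM under 1 in both groups. When the authors' limits of the 2 groups were also required not to overlap, 16 genes were left, which included 0 of the 15 genes of Figure 6F. The count moved most with limma in the recovered libraries, which called 0 of 15780 genes between EVs and solvent at an adjusted p-value under 0.05 (Benjamini-Hochberg), and 651 genes (4.13%) had an unadjusted p-value under 0.05. In simulated data of the same comparison, limma recovered 94.5% of 200 genes that were changed 4-fold. All 200 genes had a mean FPKM of at least 1 in solvent. Changes nearer the cutoff, and changes of genes with an FPKM under 1, were not simulated. The share therefore says nothing about limma for such genes. On the log2(FPKM + 1) scale, the median absolute log2 ratio of the 15 genes was 0.56, against 1.71 without the pseudocount.
Between CD9sh EVs and solvent, 1202 of 17675 genes were past the cutoff. Of the 1095 genes past it with parental EVs, 667 were not past it in the same direction with CD9sh EVs, and 801 (73.2%) had a smaller change in that direction or one in the opposite direction, a count that was chosen after the data were seen. Of the 15 genes, 5 (GHRL, LIPT2, PGAM2, EEF1DP3 and MEF2B) were past it in the same direction as with parental EVs, and all 15 changed less in that direction than with parental EVs, which is the condition under which the paper lists them. In the direct comparison of CD9sh EVs with parental EVs, limma called 2 genes, both of them small RNAs, and 836 genes (5.30%) had an unadjusted p-value under 0.05.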

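Of the 15 genes, 5 had a higher FPKM with EVs than with solvent and 10 a lower one. In solvent the FPKM of the 15 genes lay between 0.163 and 1.73, and 11 of them were under 1. For 14 genes, the lower limit was 0 in at least 1 of the 2 groups, and for none of the 15 did the limits of the 2 groups separate. GHRL had an FPKM of 0.163 in solvent (limits 0 to 1.14) and 2.05 with EVs (0 to 5.77), a log2 ratio of 3.65. The locus of GHRL in the tables (chromosome 3, 10248493 to 10293449) is shared with GHRLOS, LINC00852 and TATDN2, between which reads could have been split. With EVs, 1 of the 2 recovered libraries had an FPKM of 4.02 for GHRL and the other 0.0857, and without the former the log2 ratio was −0.93. LIPT2 (chromosome 11, 74491878 to 74493710) rose 3.49-fold, from an FPKM of 0.269 in solvent (0 to 0.599) to 0.940 with EVs (0.322 to 1.56). Taking the smallest step in its values as 1 read, this corresponded to 6 and 1 reads in the solvent libraries and 14 and 11 reads in the EV libraries. PGAM2 (chromosome 7, 44062727 to 44065587) had a log2 ratio of 1.71, with 5 and 2 reads in solvent and 10 and 17 reads with EVs. HIST3H2A (chromosome 1, 228457364 to 228457859) was closest to the cutoff, at 1.14, with 4 and 0 reads in solvent and 5 and 3 with EVs. Among the genes with a lower FPKM, FABP4 (chromosome 8, 81478497 to 81483238) changed most, with a log2 ratio of −2.49 and 3 and 8 reads in solvent against 1 and 2 with EVs. HIST1H4B (chromosome 6, 26026896 to 26027252) had a log2 ratio of −1.99 and HIST2H2BA (chromosome 1, 121108441 to 121117251) one of −1.86. The log2 ratio of EEF1DP3 (chromosome 13, 31846783 to 31959584) was −1.86, that of MEF2B (chromosome 19, 19145567 to 19203429) −1.42 and that of DMC1 (chromosome 22, 38518949 to 38570196) −1.29. MEF2B shares its locus with MEF2BNB, MEF2BNB-MEF2B, NR2C2AP and RFXANK.

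**Figure D1:**
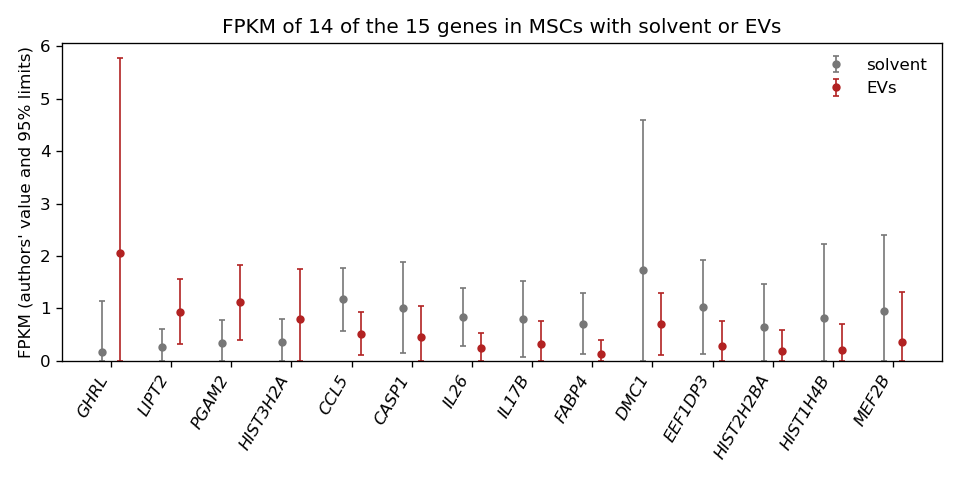
FPKM of 14 of the 15 genes of Figure 6F (y axis) in MSCs exposed to solvent (gray) or EVs (red). Points are the authors' pooled values and bars their 95% limits, which overlap between the 2 groups for all 14 genes shown.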

*Ghrelin (GHRL), LITP2, PGAM2, TMEM240* and *HIST3H2A* were up regulated, whereas *CCL5, interleukin-26 (IL-26), interleukin-17B (IL-17B), Casp1, FABP4, DMC1, HIST2H2BA, HIST1H4B*, *EEF1DP3* and *MEF2B* were down regulated. 

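With EVs plus importazole, 12 of the 15 genes were not past the cutoff in the direction seen with EVs. The other 3 included PGAM2 and HIST1H4B, with log2 ratios to solvent of 1.99 and −2.23. With EVs plus leptomycin B the number was also 12, and the exceptions were LIPT2 (1.51), HIST3H2A (1.14) and HIST1H4B (−2.32). The 2 sets had 10 genes in common. For 14 genes at least 1 of the drugs gave a ratio that was not past the cutoff in the direction seen with EVs, and HIST1H4B was the gene for which neither did. GHRL was past the cutoff in the opposite direction with either drug. The authors' limits overlapped those of solvent for all 15 genes in both groups. Among the 11 genes for which every library could be recovered, leaving out 1 library at a time gave between 4 and 9 such genes with importazole and between 4 and 8 with leptomycin B.
The same rule was applied to the 1080 other genes that were past the cutoff between EVs and solvent. Of these, 65.9% were not past it in the same direction with EVs plus importazole, against 80.0% of the 15 genes (Fisher's exact test, two-sided, p = 0.41, adjusted p = 0.512 over 5 comparisons). With EVs plus leptomycin B the shares were 61.4% and 80.0% (Fisher's exact test, p = 0.184, adjusted p = 0.46). Genes listed at 0 with EVs plus a drug were taken as not past the cutoff. With those of them that were lower with EVs taken as past it, a rule that was chosen after the data were seen, the shares of the 1080 genes were 57.4% with importazole (Fisher's exact test, p = 0.113, adjusted p = 0.173) and 57.2% with leptomycin B (Fisher's exact test, p = 0.112, adjusted p = 0.173), and those of the 15 genes were again 80.0%.

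**Figure D2:**
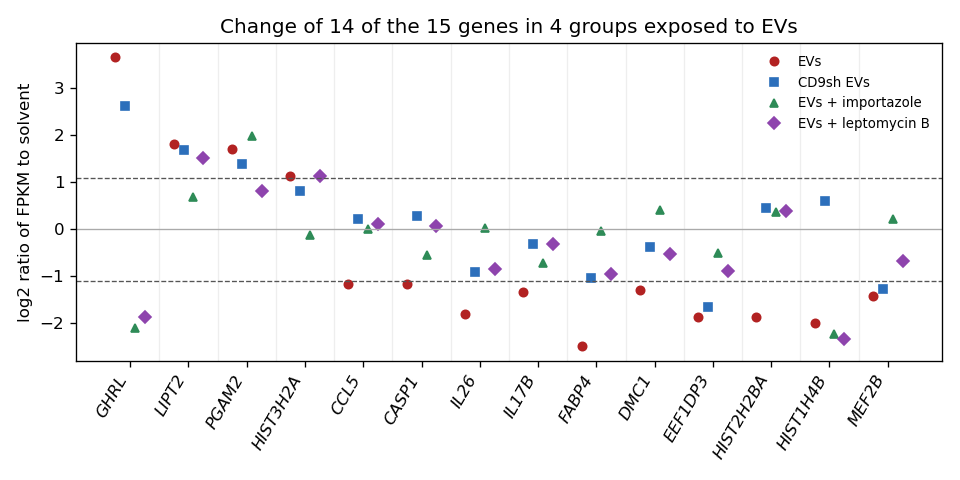
Log2 ratio of the FPKM to solvent (y axis) of 14 of the 15 genes with EVs (circles), CD9sh EVs (squares), EVs plus importazole (triangles) and EVs plus leptomycin B (diamonds). Dashed lines mark the cutoff of 1.1 in either direction, and all 14 circles lie outside them.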

Interestingly, the changes in expression level of 11 of the 15 genes were prevented after the addition of either importazole or leptomycin B, suggesting that their regulation relied on the nuclear translocation of EV-derived biomaterials (Figure 6F, red). Five identified gene products (ghrelin, IL-26, IL-17B, Casp1 and CCL5) are known to be involved in inflammatory processes.

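CCL5 (chromosome 17, 35871491 to 35880373) had an FPKM of 1.17 in solvent (the authors' limits 0.577 to 1.77) and 0.522 with EVs (0.120 to 0.924), a log2 ratio of −1.17. Its recovered values were 1.07 and 1.28 in the solvent libraries and 0.614 and 0.430 in the EV libraries. On the log2(FPKM + 1) scale, which understates changes of genes with a low FPKM, CCL5 changed by −0.51 (standard error 0.114), with an adjusted p-value of 1 from limma over all genes. Of the 15 genes, 11 could be tested by limma. CCL5 was the only one with an adjusted p-value under 0.05 when adjusted over the list alone (0.0172), and 0 were called over all genes, while 5 had an unadjusted p-value under 0.05. The list was chosen by the study on these samples, so that the value adjusted over the list alone is not independent evidence. IL26 (chromosome 12, 68201349 to 68225791) had a log2 ratio of −1.79, with recovered FPKM values of 0.558 and 1.11 in solvent and 0.0746 and 0.407 with EVs. The ratio of IL17B (chromosome 5, 149374267 to 149379275) was −1.34, with values of 0.639 and 0.951 in solvent and 0.128 and 0.499 with EVs. For CASP1 (chromosome 11, 105025510 to 105035157), the log2 ratio was −1.16, and its value per EV library could not be recovered.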

To validate the transcriptome, we evaluated by real-time quantitative reverse-transcription PCR (qRT-PCR) the upregulation of three selected MSC-associated genes upon exposure of MSCs to FEMX-I cell-derived EVs in the absence or presence of importazole. The qRT-PCR confirmed the increase of GHLR and LIPT2 expression upon incubation of EVs, by comparison to control samples (i.e. without the addition of EVs), in an importazole dependent manner (Supplementary Figure 7A, 7B). Interestingly, PGAM2 displayed also a significantly increase (Supplementary Figure 7A, B), although the impact of importazole was less striking (Supplementary Figure 7A, 7B) in line with the transcriptome (Figure 6F). 

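In the RNA-seq libraries, PGAM2 had an FPKM of 1.36 with EVs plus importazole (the authors' limits 0.489 to 2.22) and 1.12 with EVs alone (0.405 to 1.84). Its values corresponded to 22 and 7 reads in the libraries with EVs plus importazole. Importazole without EVs gave an FPKM of 0.656 (0.0772 to 1.24). LIPT2 had an FPKM of 0.430 with EVs plus importazole (0 to 0.874), from 9 and 2 reads.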

GAPDH transcript expression was not affected under these conditions (data not shown).

### Occurrence of N-ALE in breast cancer patient biopsies

We then expanded our *in vitro* observations to human carcinomas *in situ*. Breast carcinoma biopsies were immunolabeled for cytokeratin (CK) and vimentin (vim) to distinguish breast carcinoma cells from stromal cells, respectively. First, we observed the presence of Rab7 immunoreactivity in invaginations of the nuclear envelope of CK^+^ cancer cells, indicating that N-ALE are detected in tissue biopsies (Figure 7A). Second, both CD9 and importin β1 were found in N-ALE and nuclei of cancer cells (Figure 7B). Although we cannot exclude that both proteins originated from intracellular recycling pools, the latter data are consistent with EV origin. Third, we observed Rab7^+^ labeling in nuclear envelope invaginations of a fraction of vim^+^ stromal cells in the immediate tumor microenvironment (TME) and in those more distant (>2 mm) from the carcinoma cells (Figure 7C). In those found in immediate TME, the N-ALE demonstrated CD9 immunoreactivity, which was not the case in distant areas (Figure 7D). Both CK and vim were excluded from N-ALE (Figure 7A-7D). Interestingly, 15-35% of cancer-associated stromal cells had nuclear CD9 signals at a frequency of 1.36 ± 0.14 (s.e.m.) per nucleus, while this event was rarely observed in distant stroma (Figure 7E, >100 vim^+^ cells were evaluated per patient, *n* = 3). The difference could be attributed to the relative quiescence of stromal cells outside the TME, as opposed to the highly proliferating cancer-associated stromal cells [37]. A decrease in signal-mediated nuclear transport between proliferating and quiescent cells, due to changes in nuclear pores, was reported [38] as well as alterations in the structure of nuclear pores during quiescence in plant cells [39].

**Figure 7:**
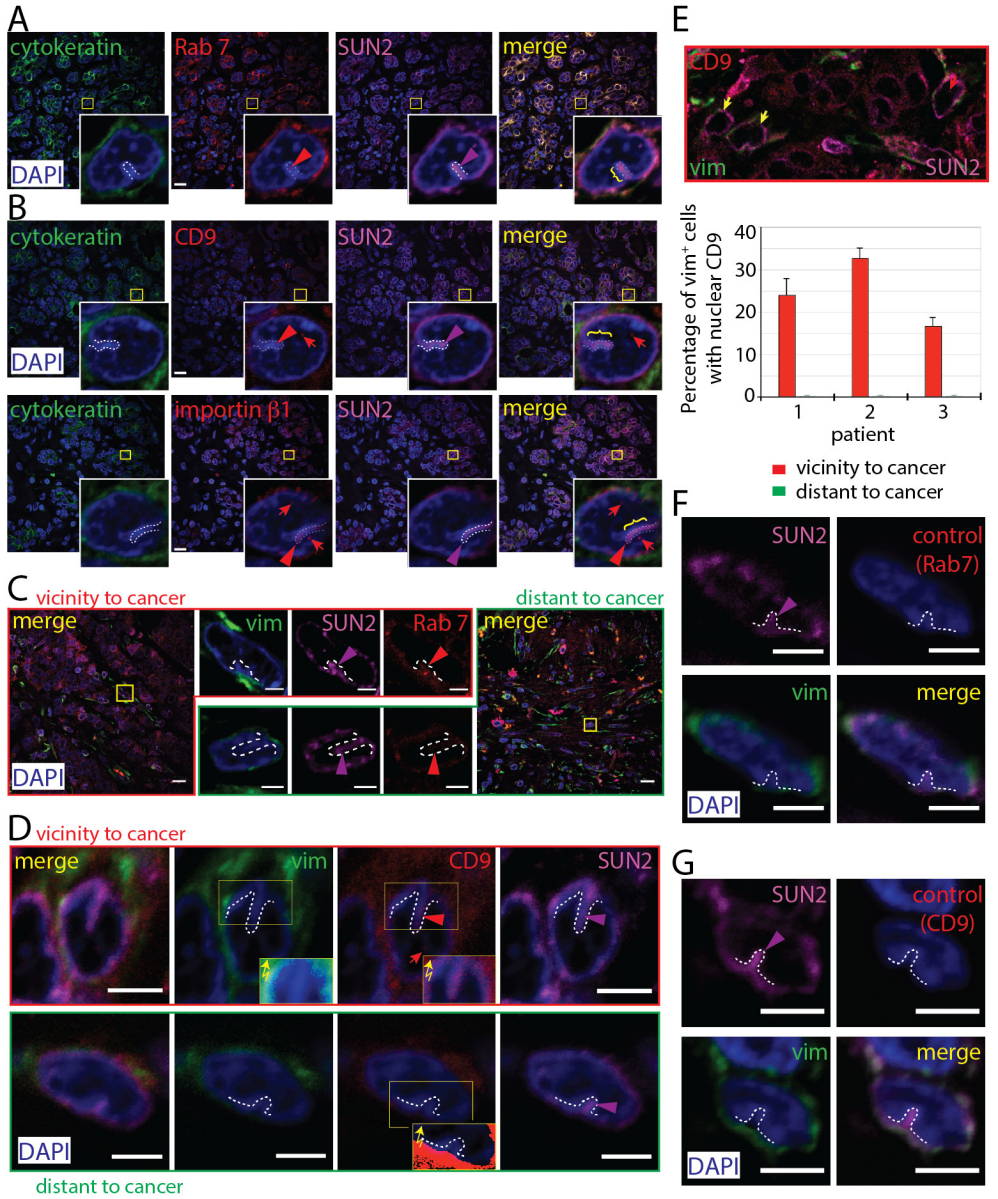
Presence of N-ALE in Breast Cancer Patient Biopsies **A**.-**E**. Biopsies from patients 1 (A, B, E), 2 (E), and 3 (C, D, E) were immunolabeled either for pan-cytokeratin (CK) or vimentin (vim) in combination with Rab7, CD9, importin β1 or SUN2 followed by the appropriate secondary Abs. Samples were counterstained with 4’,6-diamidino-2-phenylindole (DAPI) and analyzed by CLSM. An overview (0.25-µm section) of tissues is presented and relevant areas (squares) covering N-ALE (brackets and/or dashed lines) with Rab7 (A, C), CD9 or importin β1 (B, D) signals are enlarged. To detect a potential weak staining of vim or CD9 in N-ALE, the non-modified exposure of the immunofluorescence was manually increased using Photoshop software (D, insets with zigzag arrows). Note the absence of CK and vim in N-ALE as well as CD9 in those found in stromal cells distant from tumor microenvironment (TME). Quantification of CD9 in vim^+^ cell nuclei (E). The nuclear CD9 immunoreactivities in vim^+^ cells in vicinity or distant regions of TME were evaluated by analyzing 41-45 x-y sections (0.25-µm each) covering the entire nucleus (>100 cells from three patients were evaluated). Yellow arrow shows vim^+^ cell without CD9 in their nucleus. **F**., **G**. As negative controls, primary Ab against Rab7 (F) or CD9 (G) was omitted. In all panels, colored arrowhead indicates the presence of the corresponding immunofluorescent signal in N-ALE, while red arrow shows the nuclear CD9 staining. Scale bars, 15 (overview panels, A-C), 3 (C, D, F, G) µm.

### Lack of EV-derived biomaterials in nuclei of quiescent MSCs

To evaluate whether cell quiescence can influence the transport of biomaterials from cancer cell-derived EVs to the nucleus of host cells, we conducted *in vitro* experiments with proliferating *versus* quiescent MSCs (Figure 8). Their cell cycle was evaluated by flow cytometry using propidium iodide staining (Supplementary Figure 8). We used CD9-GFP^+^ EVs produced by FEMX-I melanoma cells. As observed with proliferating MSCs, Rab7^+^ late endosomes penetrating the nuclear envelope invaginations were detected in quiescent MSCs in agreement with stromal cells in more distant areas from the TME (Figure 8A). The percentage of quiescent MSCs with CD9-GFP-loaded N-ALE was not different from proliferating MSCs (Figure 8B). Thus, the endocytosis of EVs and the sorting of EV-derived biomaterials to N-ALE are not impaired in quiescent MSCs. However, we found no quiescent MSCs with CD9-GFP in their nucleus even in the presence of anti-CD9 Ab during cell-EV incubation (Figure 8C). The lack of EV-derived biomaterials in quiescent MSC nuclei is neither explained by an activated export of cargo proteins, as shown by the addition of leptomycin B (Figure 8D), nor by a reduction of CD9 or importin β1 (Figure 8E). At first glance, the dissolution of nuclear envelope during mitosis may be the critical issue for the nuclear entrapment of EV-derived biomaterials. Since the doubling time of MSCs is much greater than 24 h [40], and solely ≈6% of proliferating cells are in G2 + M phases (Supplementary Figure 8), these observations suggest that for the majority of proliferating MSCs (i.e. 55%) that have CD9-GFP in their nucleus, undergoing mitosis is not required for nuclear accumulation of EV-derived biomaterials. All together, these data suggest that changes in nuclear pores might be one of the causes for the lack of nuclear EV-derived biomaterials in quiescent stromal cells.

**Figure 8:**
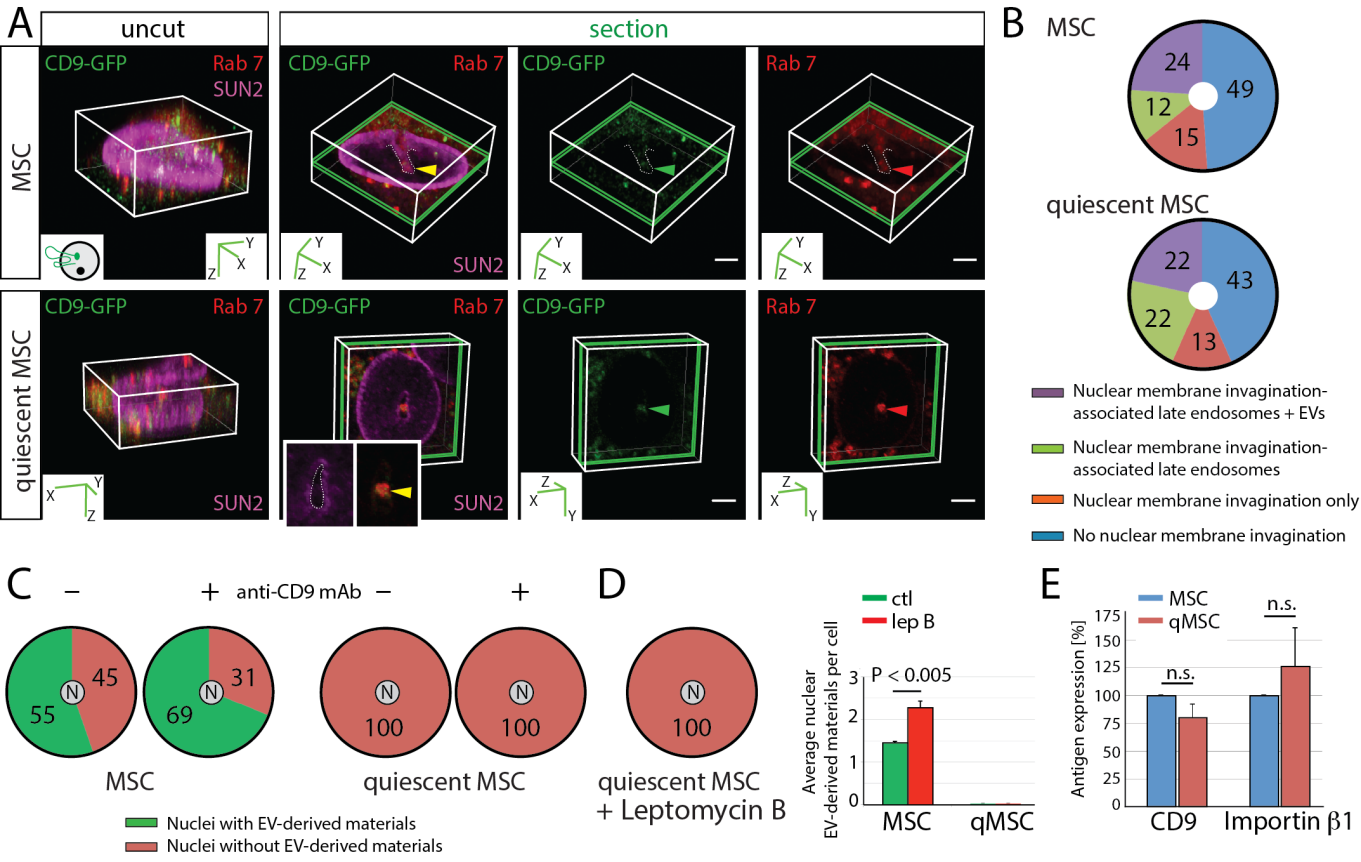
Lack of EV-derived Biomaterials in Nuclei of Quiescent MSCs **A**.-**D**. Proliferating and quiescent MSCs expressing Rab7-RFP were incubated (4.5 h) with FEMX-I-derived CD9-GFP^+^ EVs (5 × 10^7^ particles/ml) in the absence (A-C) or presence (C) of anti-CD9 mAb (25 µg/ml) prior the immunostaining for SUN2. Cells were analyzed by CLSM. Alternatively, leptomycin B (lep B, 10 ng/ml) was added after the initial 2.5 h-incubation with EVs (D). Arrowheads indicate CD9-GFP (green) and Rab7 (red) in nuclear envelope invagination (dashed lines, yellow) (A). Percentages of cells without or with SUN2-labeled nuclear envelope invagination containing or not Rab7-RFP (late endosomes) and CD9-GFP (+ EV) are indicated in pie charts (B, *n* = 3, extended data are presented in Supplementary Table 1). Percentages of cells with or without CD9-GFP in their nucleus (N) are indicated (C, D, extended data are presented in Supplementary Table 1) while bar graph shows the average number of nuclear CD9-GFP per cell in the presence or absence of leptomycin B (D). **E**. The expression of CD9 and importin β1 in proliferating (MSC) and quiescent (qMSC) MSCs were quantified by immunoblotting and normalized to GAPDH as internal loading control. Antigen expression was arbitrarily set at 100% for proliferating MSCs. N.s., not significant. Scale bars, 5 µm.

## DISCUSSION

Here, we present evidence that subdomains of the Rab7^+^ late endosomes come together with nuclear envelope invaginations to form a new sub-nuclear compartment where biomaterials from EVs are delivered. Therein, EV-derived biomaterials are transferred to the nucleus where they modify the gene expression profile of the host cells. In cancer cell niches, this trafficking mechanism could be particularly important because of the growing evidence that cancer cells hijack the surrounding tissue microenvironment to promote their own growth and spreading [7].

The discovery of N-ALE as distinctive endosomal subdomains is consistent with recent reports of distinct signaling pathways engaged by c-Met depending on different (peripheral/perinuclear) endosomal subdomains [41]. Upon internalization, several receptors remain actively involved in signaling [42], indicating that endosomes are not simply a desensitization mechanism [43]. The intracellular pathway used by EV-derived biomaterials *en route* to the nucleus is also in line with studies showing new endosomal pathways that deliver surface proteins to the nucleus [44, 45]. Such mechanism might explain the presence of EV-associated proteins and nucleic acids in nuclei of target cells [17–19], and the atypical nuclear localization of CD9 and CD133 in cancer cells [46, 47].

Throughout this study, we employed 5 × 10^7^ or 1 × 10^9^ particles/ml of EVs, which are in the range of EV concentrations found in the plasma of cancer patients [10]. The amount of EVs might be a limiting factor for the N-ALE-mediated nuclear translocation, particularly if the EV diffusion is regulated by a source-sink mechanism [48]. The latter process could explain why cancer cell-derived EVs are taken up by stromal cells within the immediate TME, but not by those in distant areas. Specific biological conditions of recipient cells might also regulate the functionality and dynamics of N-ALE. For instance, modifications in nuclear pore complexes, as observed between quiescent and proliferating cells [38], may explain the lack of EV-derived biomaterials in the nuclei of quiescent MSCs. Being composed of two different cell membrane structures (i.e. nuclear envelope membrane invagination and a late endosome subdomain), N-ALE can be regulated by several mechanisms involving intrinsic and extrinsic factors. Thus, intrinsic factors influencing the formation and/or stabilization of nuclear envelope invaginations, e.g., nuclear intermediate filaments, can control the organization of N-ALE (reviewed in Ref. [21]). Extracellular factors (soluble or membrane-bound) and regulators of endocytosis may also modulate the dynamics of N-ALE. As an example, we showed that the exposure of cells to EVs increase the number of those containing EV-loaded N-ALE which is concomitant to a reduction of cells without nuclear envelope invaginations.

Functionally, the transcriptome of MSCs exposed to cancer cell-derived EVs indicates that nuclear import of EV-derived biomaterials is required for some of the early changes in gene expression. 

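EVs were also compared with no EVs in the presence of each drug. Between EVs plus importazole and importazole alone, 1135 of 17336 genes were past the cutoff, and between EVs plus leptomycin B and leptomycin B alone 1198 of 17932 genes. In these comparisons limma called 3 and 4 genes at an adjusted p-value under 0.05, all small RNAs, while 1372 and 783 genes had an unadjusted p-value under 0.05. Across the 12132 genes with a mean FPKM of at least 1, the log2 ratios with EVs in the absence of drugs and in the presence of importazole had a Spearman's rho of −0.047 (Pearson's r −0.073), and in the presence of leptomycin B of −0.030 (r 0.003). These coefficients are across genes, which are not independent replicates. The paper reports that the changes of part of the 15 genes were prevented by importazole or leptomycin B. From this it proposes that their regulation depended on material from EVs being moved into the nucleus. It also reports qRT-PCR of GHRL, LIPT2 and PGAM2 with importazole, and microscopy of EV material in nuclei with either drug. Neither was analysed here.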

To support the survival and progression of tumors, cancer cell-derived EVs contribute to the neutralization of the anticancer immune response, participating in all known mechanisms by which cancer evades the immune system, such as differentiation and activation of immune suppressor cells, modulation of antigen presentation, and induction of T cell apoptosis. 

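With EVs plus importazole, the log2 ratio to solvent was 0.02 for IL26, −0.72 for IL17B, −0.54 for CASP1 and 0.0039 for CCL5, none past the cutoff. For GHRL it was −2.11, past the cutoff in the direction opposite to that with EVs, with an FPKM of 0.0376 (the authors' limits 0 to 0.948). Importazole without EVs gave log2 ratios of −0.62 for IL26, −0.73 for IL17B, −0.46 for CASP1 and −0.62 for CCL5. The limits of all 5 genes overlapped those of solvent with and without EVs. In the recovered libraries with EVs plus importazole, GHRL had an FPKM of 0 in 1 library and 0.0756 in the other.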

The five EV-dependent regulated genes whose expression changes were prevented by importazole (i.e. *ghrelin, IL-26, IL-17B, Casp1* and *CCL5)* may be relevant for the pro-tumorigenic activity of cancer EVs. The melanoma EV-induced up-regulation of ghrelin, a 28-residue peptide hormone that accelerates the growth of MSCs and has an anti-inflammatory activity [49], is consistent with the down-regulation of IL-26, IL-17B, caspase-1 and CCL5. In fact, IL-26 and IL-17B up-regulate expression of several pro-inflammatory cytokine genes [50, 51]; caspase-1 is an inflammatory response initiator [52]; and CCL5 plays an active role in recruiting leukocytes into inflammatory sites and in inducing the proliferation and activation of certain natural-killer cells [53]. Collectively, the cancer cell-derived EVs may predispose the contents of the cellular niche for cancer development and/or formation of metastases by shutting down the molecular players involved in inflammation responses. Of course, the physiological implication of N-ALE might be far beyond cancer-related events, as illustrated here, and cell biological phenomena such as proliferation, differentiation and cell migration can be regulated, at least in part, by this intermediate subcellular compartment.

Despite our findings, open questions remain to be investigated: (i) How can EV-derived membrane fragments pass through the nuclear pores that are size restricted (≈40 nm), and enter the nucleus? (ii) How are fragments of lipid bilayer of the EV-endosome membranes extracted when cargo proteins/importin β1 travel through the nuclear pore (Figure 9, question mark)? (iii) Are the CD9/CD133-containing membrane micro/nano-domains involved? (iv) Are importins involved in the retention (and/or extraction) of EV-derived biomaterials in (or from) N-ALE, as suggested by the importazole experiment? It is tempting to speculate that specific tetraspanin-enriched membrane microdomains and/or ordered-phase lipid domains, such as lipid rafts, may act as specific membrane platforms in the retention and extraction processes. The enrichment of membrane raft-associated lipids in EVs [25, 54] and the dynamic interaction of Annexin A2 with endosomal membranes that possess raft-like characteristics might be significant in this context [55]. The recent discovery of 8-12 nm EVs allows to hypothesize that very small EVs are transported or extracted from endosomal membranes as a whole through the nuclear pores [56].

**Figure 9:**
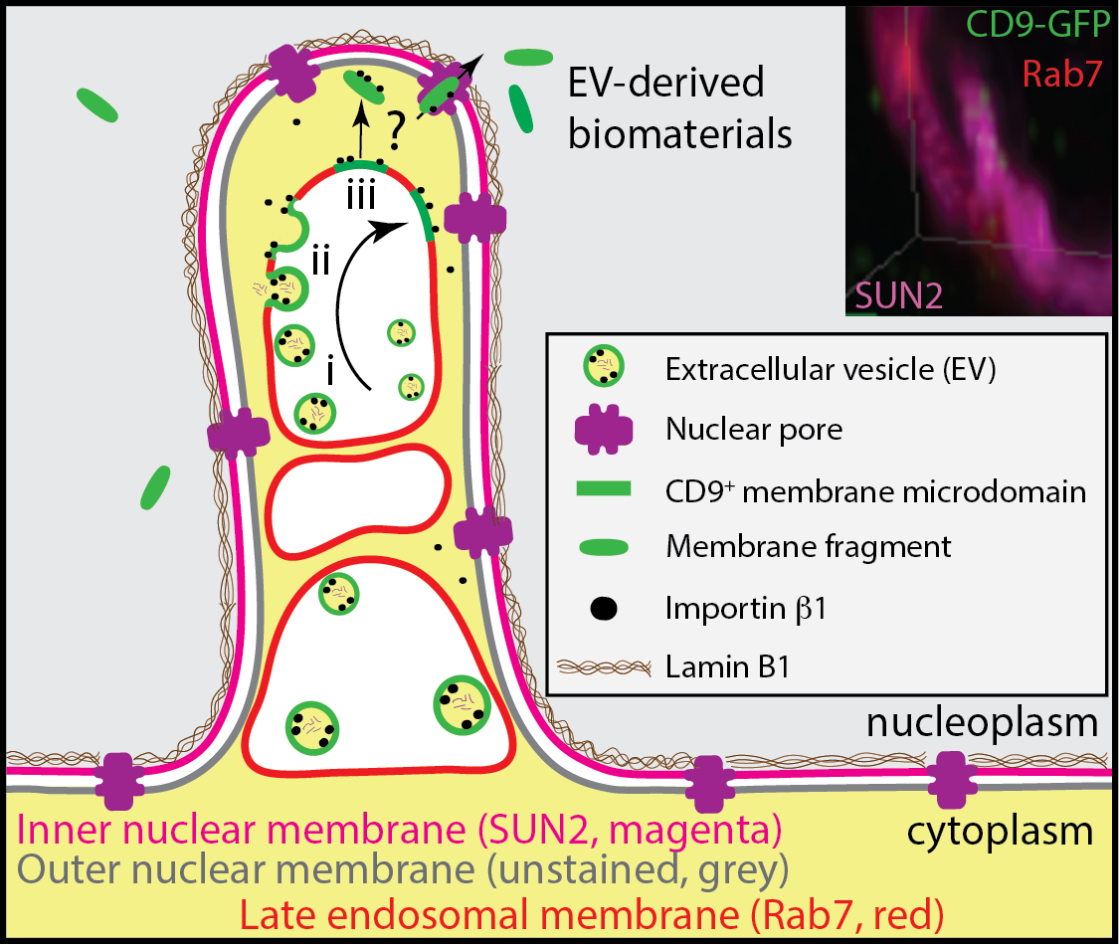
Model of N-ALE Endocytosed CD9-GFP^+^ EVs containing importin β1 are concentrated in N-ALE. Therein, they may fuse with endosomal membranes (steps i-iii), and hence release and concentrate their soluble content within the space created between endosomal and nuclear membranes, whereas their membrane components may translocate into nucleoplasm *via* nuclear pores. How EV-derived protein-lipid complexes stay intact upon fusion with endosome membrane and translocate to nucleoplasm through nuclear pores, which are size restricted, remain to be identified (question mark). A role of CD9^+^ membrane microdomains can be postulated.

Additional studies are required to dissect all potential avenues generated by the discovery of N-ALE. For example, a certain activity of miRNAs can occur in N-ALE as a subcellular compartment. The fusion of EVs with endosomal membranes will result in an accumulation of miRNA and other nucleic acids carried by EVs in the cytoplasm located between the endosomal membrane and the outer nuclear membrane. Therein, they might interact with their targets coming out of the nucleus. Alternatively, mature miRNAs can be translocated from cytoplasm to nucleus, as recently reported. Although the site of RNA-induced silencing complex has traditionally been considered the rough ER [57, 58], recent studies suggested that miRNAs are also transported into the nucleus, where they modulate their own biogenesis and that of other miRNAs [59], being involved in transcriptional and post-transcriptional regulatory processes at the nuclear level [60].

In conclusion, the N-ALE-mediated transfer of EV-derived biomaterials from cancer cells to the nuclear compartment of other cells (normal or cancerous) within the cancer niche may be essential for both autocrine and paracrine effects of cancer EVs; interference with the N-ALE pathway may be exploited for the development of innovative anti-cancer strategies. In physiological conditions, exchange of biomaterials between cells *via* N-ALE might modulate the properties of resident stem cells within their niche. The latter issue can be relevant for the development of clinical applications for tissue/organ injury. Since this novel subdomain of late endosomes penetrating into nuclear envelope invaginations often appears as a sword in its scabbard, we propose to call N-ALE “spathasomes” (from the Greek/Latin words “*spathi*/*spatha*” for sword).

## MATERIALS AND METHODS

Additional methods can be found in the Supplemental Information.

### Cell culture

The human MDA breast carcinoma cell line was obtained from the American Type Culture Collection. The FEMX-I cell line was originally derived from a lymph node metastasis of a patient with malignant melanoma [61]. FEMX-I cells were highly metastatic in immunodeficient mice [61, 62] and were found to be wild type for BRAF (A. Lorico, unpublished observation), PTEN and NRAS (E. Hovig, personal communication). Both cell lines were cultured in RPMI-1640 (Mediatech) containing 10% fetal bovine serum, 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/mL streptomycin. Cells were used between passages 3 and 15. Cell lines were authenticated by morphology, proteomics and gene expression analysis as described [63].

Human bone marrow-derived MSCs, isolated from bone marrow aspirates from normal adult donors after informed consent as described [64], were obtained from Dr. D. J. Prockop (Texas A&M) and prepared under a protocol approved by the Texas A&M Institutional Review Board. MSCs were used between passages 2 and 5. Their multipotency was monitored by differentiation into adipocytes and osteoblasts as described [65]. To obtain MSCs in a quiescent state, cells were plated at 20,000 per 35-mm dish and grown to confluence for seven days.

### Enrichment of EVs

EVs were enriched from 72 h-conditioned media by differential centrifugation alone or in combination with immunomagnetic isolation using anti-human CD133 microbeads (Miltenyi Biotec) as described previously [25]. For the differential centrifugation, conditioned medium was centrifuged at 10,000 x *g* for 30 min at 4°C, and the resulting supernatant centrifuged at 200,000 x *g* for 60 min at 4°C. The pellet was resuspended in 200 µl PBS. For the isolation of CD133^+^ EVs, the anti-human CD133 Ab conjugated to paramagnetic microbeads was added to the 10,000 *g*-supernatant, and immunolabeled CD133^+^ EVs were enriched using LS-column (Miltenyi Biotec). Each of five independent EV preparations from each cell line or primary MSCs was examined by nanoparticle tracking analysis (NTA) for size distribution. Details are provided in Supplemental Methods.

### Incubation of cells with EVs

CD9-GFP^+^ EVs or DiI-labeled CD133^+^CD9-GFP^+^ EVs were added (5 × 10^7^ particles/ml, i.e. 0.075 µg protein/ml) to 1 × 10^5^ recipient cells for 4.5 h at 37°C. Higher concentration of EVs (1 × 10^9^ particles/ml, 1.5 µg protein/ml) was also used as indicated in figure legends. In some experiments, DiI-labeled CD133^+^ EVs were derived from FEMX-I shCD9 cells. When necessary, cells were infected with baculovirus for 24-48 h to express markers of early or late endosomes, ER, Golgi apparatus or mitochondria prior the addition of EVs (see above). For CD9 functional assay, after 3 h of incubation with EVs, 25 µg/ml CD9 Ab (Supplementary Table 2) was added to cells for another 90 min. When EVs were incubated directly with nuclei, the latter were prepared using NE-PER Nuclear and Cytoplasmic Extraction reagents (Thermo Scientific). Briefly, cells were trypsinized, washed with PBS, resuspended in ice-cold cytoplasmic extraction reagent (CER) I solution, vortexed and incubated on ice for 10 min. Ice-cold CER II was then added and cells were further incubated on ice for 1 min, vortexed and centrifuged at 16,000 x *g* for 5 min. The supernatant was removed and nuclei resuspended in culture medium, incubated with DiI-labeled FEMX-I-derived EVs (5 × 10^7^ particles/ml) for 4.5 h at 37°C and stained with 5 μg/ml Hoechst 33342 (Molecular Probes) for the last 30 min of incubation. As control, the nuclei of intact MSCs exposed to EVs were processed as well prior to imaging.

### CLSM

Cells in cultures and tissue samples were analyzed by CLSM using a Nikon A1R+ inverted confocal microscope with a 60X Apo-TIRF oil-immersion objective and a numerical aperture of 1.49 at either 512 × 512 or 1024 × 1024 pixel resolution. 405, 488, 561, and 638 nm solid-state lasers were used to excite DAPI/Hoechst 33342, GFP/FITC, TRITC/RFP/DiI and Cy5/Alexafluor 640, respectively, and corresponding fluorescence emissions were collected using 425-475, 500-550, 570-620 and 662-737 nm longpass filters. Details are provided in Supplemental Methods.

### Statistical analysis

All *in vitro* experiments were performed at least in triplicate. A minimum of 50 cells was analyzed in each experiment, if not indicated. Error bars in graphical data represent means ± s.e.m. Unless indicated, statistical analysis was determined using a two-tailed Student's t-test, and p-values inferior to 0.05 were considered significant. Statistical details are presented in Supplementary Table 1.

### Accession to RNA sequencing data

The raw data of RNA sequencing reported in this paper are accessible since October 1, 2016. Reviewers may use the following link to access the data http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=epslweikbxabpcr&acc=GSE83559.

## SUPPLEMENTARY MATERIALS FIGURES, TABLES AND VIDEOS

## Abbreviations

CK: cytokeratin
CLSM: confocal laser-scanning microscopy
DiI: 1,1’-dioctadecyl-3,3,3’,3’-tetramethylindocarbocyanine perchlorate
EVs: extracellular membrane vesicles
FITC: fluorescein isothiocyanate
GFP: green fluorescent protein
MDA: MDA-MB-231
MSCs: multipotent mesenchymal stromal cells
N-ALE: nuclear envelope invagination-associated late endosomes
RFP: red fluorescent protein
TME: tumor microenvironment
TRITC: tetramethylrhodamine
vim: vimentin

# Supplementary material for: Nuclear transport of cancer extracellular vesicle-derived biomaterials through nuclear envelope invagination-associated late endosomes
**Source:** Oncotarget. 2017 Jan 24;8(9):14443–61. doi: 10.18632/oncotarget.14804
**Supplement:** Supplementary file 1

# **Nuclear transport of cancer extracellular vesicle-derived biomaterials through nuclear envelope invagination-associated late endosomes**

## **Supplemental Methods**

### **Chemicals**

Dynasore (80  $\mu$ M; Santa Cruz Biotechnology) and importazole (40  $\mu$ M; Sigma Aldrich) were dissolved in dimethyl sulfoxide (DMSO). The final DMSO concentration never exceeded 0.25%, and it was used as vehicle control when necessary. The stock solution of leptomycin B (5  $\mu$ g/ml; Sigma Aldrich) in 70% methanol (v/v) was diluted in PBS to the final concentration of 10 ng/ml. Methyl- $\beta$ -cyclodextrin (10 mM; Sigma Aldrich) was dissolved in water before use.

### **Antibodies**

The primary antibodies (Abs) used for immunodetection and functional assay are listed in Supplementary Table 2. Secondary Abs utilized were tetramethylrhodamine (TRITC)-conjugated anti-mouse IgG (715-025-150, Jackson ImmunoResearch) or anti-rabbit IgG (711-025-152), Cy5-conjugated anti-rabbit IgG (711-175-152) or anti-mouse IgG (715-025-150) and fluorescein isothiocyanate (FITC)-conjugated anti-mouse IgG (GTX26669, GeneTex) or anti-rabbit IgG (GTX27050). For immunoblotting, IRDye 680RD anti-mouse IgG (926-68070, LI-COR Biosciences) was used.

### **Cell culture**

For EV preparation, 6-well plates were pre-coated with 20 mg/ml poly(2-hydroxyethyl methacrylate) (poly-(HEMA); Sigma) in 95% ethanol and cells cultured in Dulbecco's modified Eagle's medium (Gibco) additioned with 2% B27 supplement (Life Tech), 2 mM L-glutamine, 100 U/mL penicillin and 100  $\mu$ g/mL streptomycin.

The human A375 and SK-MEL28 melanoma cell lines were obtained from the American Type Culture Collection; the human C8161 melanoma cell line was obtained from G. Pizzorno; the human Mary-X inflammatory breast carcinoma cell line was obtained from S. H. Barsky. All cell lines were cultured in RPMI-1640 (Mediatech) containing 10% fetal bovine serum, 2 mM L-glutamine, 100 U/mL penicillin and 100  $\mu$ g/mL streptomycin.

### **Transfection**

FEMX-I and MDA cells were transfected with 10 µg PS100010 PrecisionShuttle mammalian plasmid encoding CD9 with a green fluorescent protein (GFP) tag at its C-terminus under the control of the cytomegalovirus promoter (RG202000; Origene) using FuGene (Promega) in a 1:3 DNA:lipid ratio. Cells were selected by introducing 400 µg/ml of G418 (Life Technology) in the culture medium for seven days, resulting in >99% GFP-positive cells. Antibiotics were removed from the medium at least one week before experiments.

### **Baculoviral and lentiviral vectors and infection**

The baculovirus-based CellLight BacMam 2.0 Golgi-RFP, Early Endosomes-RFP and Late Endosomes-RFP encoding for Golgi-resident enzyme N-acetylgalactosaminyltransferase 2–, Rab5a– and Rab7–RFP fusion protein, respectively, were purchased from Life Technologies. Likewise for the ER-GFP and mitochondria-GFP encoding GFP fused to the ER signal sequence of calreticulin with KDEL retention signal or leader sequence of E1  $\alpha$  pyruvate dehydrogenase, respectively.

To express CD9-GFP fusion protein in MSCs, lentiviral particles containing the pCT-CD9-GFP plasmid (CYTO122-VA-1; System Biosciences) were utilized. The virus were preloaded onto retronectin-coated plates and centrifuged at 960 x g for 30 min at 4°C. The operation was repeated twice. The supernatant was then removed and plates were washed with PBS before addition of cells. After transduction, stable cell lines were selected by introducing 1 µg/ml puromycin in the culture medium for a week. Cells were kept in culture for a maximum of 5 passages (~3 weeks).

To inhibit CD9 expression, CD9 shRNA lentiviral particles (sc-35032-V, Santa Cruz Biotechnology) containing the puromycin resistant gene were employed [1]. They consist of a pool of concentrated, transduction-ready viral particles containing 3 target-specific constructs that encode 19-25 nt (plus hairpin) shRNA designed to knock down gene expression. Lentiviral particles containing shRNA construct encoding a scrambled sequence (sc-108080) were used as negative control. After transduction, stable cell lines were selected by introducing 2 µg/ml puromycin in the culture medium for a week and CD9-negative cells were sorted by flow cytometry.

### **Flow cytometry**

FEMX-I and MDA CD9sh cells were incubated with HI9a anti-CD9 Ab for 60 min, washed, and incubated with Cy5-conjugated anti-mouse IgG secondary Ab for 30 min. CD9-negative

cells were isolated from transduced shCD9 cells using an SH800 cell sorter (Sony Global, Champaign, IL) and maintained in complete medium with puromycin (2 µg/ml). Antibiotic was removed from the medium at least one week before experiments.

### **Cell cycle analysis**

Cell cycle of proliferating and quiescent MSCs was analyzed using the method of propidium iodide staining and analyzed on a SH800 cell sorter. Cell cycle distribution was calculated by FlowJo version 7 software.

### **Immunoblotting**

Detergent cell lysate extracts obtained upon lysis of cells in a buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl and Set III protease inhibitor cocktail (Calbiochem)) containing 1% Triton X-100 were analyzed by sodium dodecyl sulfate–polyacrylamide-gel electrophoresis under reducing conditions except for CD9 and GAPDH when co-incubated with anti-CD9 Ab. 5,000 (MSC) or 30,000 (all other cell lines) cell equivalents were loaded per lane. After protein transfer, membranes were blocked with 1% bovine serum albumin in PBS for 16 h, and then probed with a given primary Ab (see Supplementary Table 2). After washing, membranes were incubated with an IRdye secondary Ab (LI-COR Biosciences) and visualized using an Odyssey CLx system (LI-COR Biosciences).

### **NTA**

We used the light-scattering characteristics of 488-nm laser light on EV preparations undergoing Brownian motion injected by continuous flow into the sample chamber of a Nanosight LM10 unit (Malvern). Data are presented as the mean  $\pm$  s.e.m of 5 independent preparations, where each is an average of six 30-sec video recordings.

### **Labeling of EVs with membrane dyes**

CD133<sup>+</sup> EVs were labeled for 10-20 min at 37°C by the addition of 1,1-dioctadecyl-3,3,3,3-tetramethylindocarbocyanine perchlorate (DiI, Life Technologies) at a final concentration of 5 µM. Excess of dye was removed using LS-columns. DiI-labeled CD133<sup>+</sup> EVs were eluted with cold PBS, centrifuged at 200,000 x g for 60 min at 4°C and resuspended in 200 µl PBS. To exclude the possibility that magnetic beads alone formed clusters that nonspecifically

absorbed DiI, control CD133-coupled magnetic beads were treated with DiI prior to their incubation with recipient cells. Under these conditions no fluorescent dye was observed in cells (data not shown).

### **Drug treatments**

Cell treatments with dynasore (80  $\mu$ M) or methyl- $\beta$ -cyclodextrin (10 mM) were initiated 30 min prior to addition of EVs for 4.5 h, while treatments with importazole (40  $\mu$ M) or leptomycin B (10 ng/ml) were started after the initial 2.5 h of incubation with EVs and continued for the remaining 2 h. When necessary, the appropriate control vehicle (DMSO, methanol) was used. All experiments were repeated independently three times.

### **Immunocytochemistry**

Cells treated under various condition and/or incubated with EVs were washed with PBS, fixed in 4% paraformaldehyde for 20 min at room temperature (RT), washed twice with PBS and permeabilized with 0.2% Tween 20 in PBS for 15 min at RT. Cells were then incubated with primary antibodies directed against SUN2, CD133, CD9, Alix, Annexin A2, Rab7, importin  $\beta$ 1 or nucleoporins (see Supplementary Table 2) for 60 min at RT, washed twice with PBS, and incubated with appropriate fluorescent secondary antibodies for 30 min at RT. As a negative control, only secondary Ab was employed. The isolated MSC nuclei were stained with Hoechst 33342 (5  $\mu$ g/ml) during the last 30 min of incubation with DiI-labeled EVs. Cells or isolated MSC nuclei were imaged in PBS by confocal laser-scanning microscopy (CLSM).

### **Immunohistochemistry**

Formalin-fixed, paraffin-embedded patient biopsies (4- $\mu$ m sections) of infiltrating ductal carcinoma of the breast were derived from anonymized archival sources within the Department of Pathology at UCLA. All Ab labeling, primary and secondary, were performed sequentially, except for pan-cytokeratin or vimentin that were detected simultaneously with CD9 or Rab7, overnight at 4°C with primary Abs that had been raised in different species. A sequential multiple immunofluorescence protocol which circumvented potential problems arising from using multiple primary Abs raised in the same host species (e.g., rabbit) was also employed [2]. As negative control, only secondary Ab was employed. Slides were then washed with PBS and stained with 1  $\mu$ g/ml 4',6-diamidino-2-phenylindole (DAPI) for 15 min

at RT. Anti-fade mountant (ProLong Diamond, Thermo Fisher) was added to the slides, which were then mounted with 1.5-mm coverslips and viewed by CLSM.

### **CLSM and time-lapse video microscopy**

All images were acquired under the same microscope settings for subsequent calculations of mean fluorescence and recorded using NIS Elements software (Nikon). Raw images were processed using Fiji [3]. The number of nuclear envelope invagination-associated late endosomes per cell and the localization of EV-derived biomaterials therein and/or nuclei from scanned samples were manually counted. Each z-section through the nucleoplasm (10-12 sections of 0.4  $\mu\text{m}$  each for FEMX-I and MDA cells, 5-7 sections of 0.2  $\mu\text{m}$  each for MSCs) was assessed individually and any observed positive fluorescent signal, e.g., GFP-tagged, DiI-labeled or antibody-stained EVs, were counted as EV-derived biomaterials and data collectively calculated. To determine the value of cytoplasmic DiI-staining (Supplementary Figure 5D), maximum intensity projections (MIPs) of z-stacks were made and thresholded to create ROI outlines of cells using the “analyze particles” function. Cell outlines were overlaid onto original z-stacks and DiI fluorescence was measured using Fiji and plotted as mean fluorescence per Z-slice.

For the live imaging, Rab7-RFP-expressing cells were incubated with CD9-GFP<sup>+</sup> EVs ( $1 \times 10^9$  particles/ml) at 37°C, 5% CO<sub>2</sub> humidified chamber for 4.5 h. Hoechst 33342 (5  $\mu\text{g}/\text{ml}$ ) was added for the last 60 min. Images were acquired at 20-second interval for 5 min with microscope described above. A short video was then created from the acquired time points using the NIS software.

### **RNA sequencing**

To establish the early effect of FEMX-I-derived EVs on the transcriptome of MSCs in the absence or presence of modulators of nuclear uptake, differentially expressed genes in MSCs were analyzed by RNA-seq. 7 experimental groups in biological duplicates were analyzed, including solvent alone, EVs, EVs plus importazole, EVs plus leptomycin B, EVs from FEMX-I CD9sh, and importazole or leptomycin B alone. Samples with RNA Integrity Numbers of 8 or greater were prepped using the Illumina TruSeq mRNA Sample Prep v2 kit. mRNA prepared from total RNA (0.1-3  $\mu\text{g}$ ) was then fragmented and copied into first strand cDNA. The 3' ends of the cDNA were then adenylated and adapters ligated. The products were purified and enriched by PCR to create the final cDNA library. Libraries were checked

for quality and quantity, clustered on the cBot (Illumina) and sequenced on a HiSeq 2500 (Illumina) in High Output mode.

### **Bio-informatic analysis**

To analyze RNA-seq data, NCBI human reference genome (GRCH38.84) and its GTF file and associated index files were downloaded from the Illumina iGenome website ([http://support.illumina.com/sequencing/sequencing\\_software/igenome.html](http://support.illumina.com/sequencing/sequencing_software/igenome.html)). TopHat2 software [4] was used to map short read sequences to the whole reference genome. 

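Cuffdiff estimates, for each gene and group, the FPKM from all libraries of the group together, with a confidence interval from its own model of the variance between libraries. The deposited tables hold these FPKM values, their limits and a status, and the genes were compared through the ratio of the FPKM values. Short genes get a high FPKM from few reads, because the number of reads is divided by the length of the transcript.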

The BAM alignment files were further processed by CuffDiff (version 2.2.1) for estimating transcripts' abundances and testing for differential expression between groups. Up- or down-regulated gene lists were selected using the cutoff criteria of log2 absolute fold change values > 1.1. 

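Applied without a minimum FPKM, the cutoff selected 1345 of 17381 genes with importazole alone and 1637 of 17623 genes with leptomycin B alone, relative to solvent. With EVs plus importazole it selected 1447 genes, and with EVs plus leptomycin B 1555. With a pseudocount of 1 added to each FPKM, 332 genes were past the cutoff between EVs and solvent, 390 with importazole and 404 with leptomycin B. When both FPKM values had to be at least 1, the cutoff selected 149 genes with importazole and 201 with leptomycin B. With the requirement that the authors' limits do not overlap in place of the minimum, these counts were 119 and 204.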

RNA-Seq short read sequence files were submitted as DNA Sequencing Data (traces and short reads) to the NCBI Gene Expression Omnibus (GEO) database.

### **Real-time quantitative reverse-transcription PCR (qRT-PCR)**

Total RNA collected from MSCs exposed for 4.5 h to solvent alone, FEMX-I-derived EVs, or EVs plus importazole were analyzed by two-step qRT-PCR. First, genomic DNA was removed in the RNA preparation using the DNase I recombinant, RNase-free kit (10U; Roche). Reaction was carried out at 37°C for 15 min followed by 10 min at 75°C to inactivate the enzyme. Afterward, SuperScript IV VILO master mix (Invitrogen), which includes both oligo (dt)18 and random hexamer primers, was added to reverse transcribe RNA. The samples were incubated 10 min at 25°C (primer annealing), 10 min at 50°C (reverse transcription) and 5 min at 85°C (enzyme inactivation). Second, PCR reaction plate was then setup using cDNA templates and the following reagents from Applied Biosystems: TaqMan gene expression master mix, TaqMan gene expression assays containing primers and specific 6-carboxyfluorescein reporter probes for GHRL (nucleotide sequence: 5'-AGAGGCCAAAGAGGCCCCAGCCGAC-3'; Assay ID, Hs01074053\_m1), LIPT2 (5'-GCGCGATCGGAGTCCGCTGTGGAAG-3'; Hs00420102\_g1), and PGAM2 (5'-TGTC AAGCACCTGGAAGGGATGTCA-3'; Hs00165474\_m1). GAPDH and 18S rRNA were utilized as housekeeping gene controls. Thermal cycling conditions were set using the following parameters: hold for 2 min at 50°C, hold for 10 min at 95°C, and 40 cycles of 15 sec at 95°C and 1 min at 60°C. Triplicate measurements for each gene of interest and their analysis were conducted using the 7500 Fast Real-Time PCR System (Applied Biosystems). The number of cycles required for the fluorescent signal to cross the threshold ( $C_T$ ) was

determined by setting the baseline and threshold values between the 3<sup>rd</sup> and 15<sup>th</sup> cycle and the exponential growth phase of the amplification curve, respectively. To calculate  $\Delta C_T$  and fold-changes, all quantitations were normalized to the GAPDH endogenous control.

### **Data availability**

The raw data of RNA sequencing reported in this paper are accessible since October 1, 2016. Reviewers may use the following link to access the data <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=epslweikbxabpcr&acc=GSE83559>

### **References**

1. Rappa G, Green TM, Karbanova J, Corbeil D and Lorico A. Tetraspanin CD9 determines invasiveness and tumorigenicity of human breast cancer cells. *Oncotarget*. 2015; 6(10):7970-7991.
2. Lewis Carl SA, Gillete-Ferguson I and Ferguson DG. An indirect immunofluorescence procedure for staining the same cryosection with two mouse monoclonal primary antibodies. *J Histochem Cytochem*. 1993; 41(8):1273-1278.
3. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. *Nat Methods*. 2012; 9(7): 676-682.
4. Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R and Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol*. 2013; 14(4):R36.

A

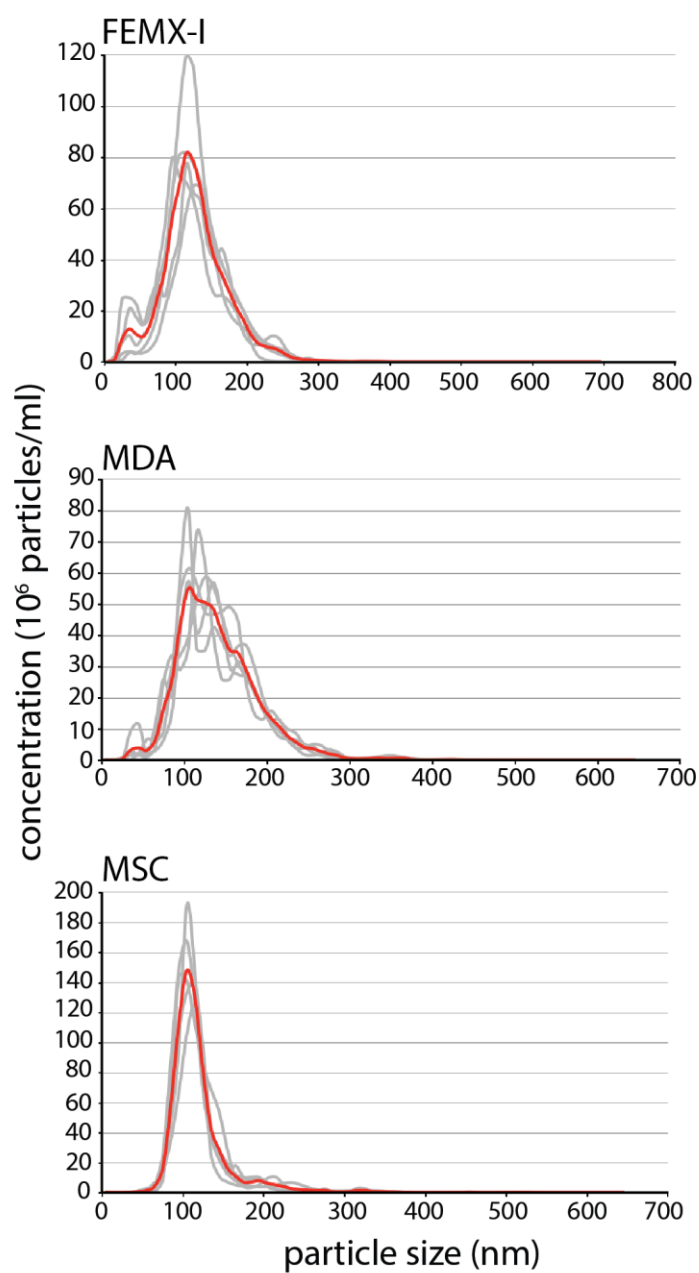

B

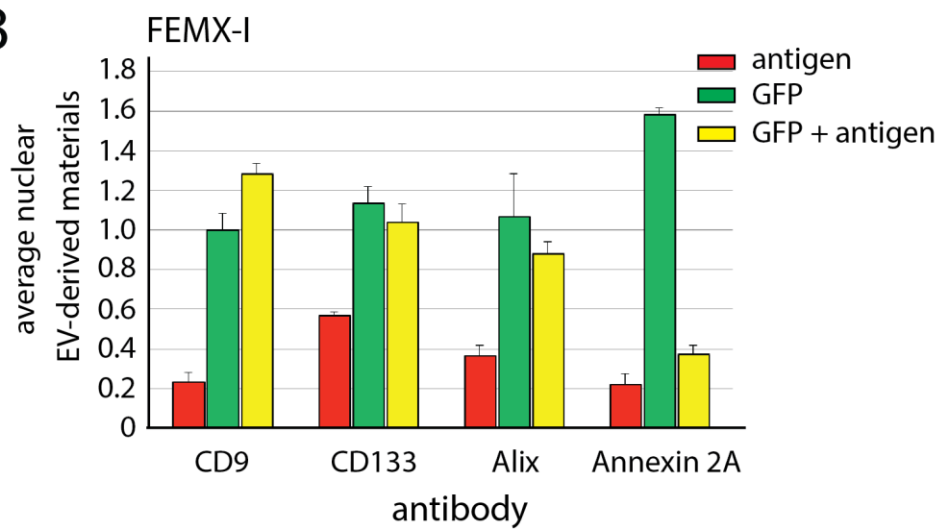

**Supplementary Figure 1: Size of EVs Released by CD9-GFP<sup>+</sup> Cells and Quantification of EV-derived Macromolecular Complexes in the Recipient FEMX-I Cell Nucleus. A.**

CD9-GFP<sup>+</sup> EVs released from transfected FEMX-I and MDA cells or infected MSCs were analyzed by nanoparticle tracking. Average median size of particles is presented with a red line (n = 5). **B.** FEMX-I cells incubated (4.5 h) with FEMX-I cell-derived CD9-GFP<sup>+</sup> EVs were double-immunolabeled with Abs against SUN2 and CD9, CD133, Alix or Annexin A2. Nuclear materials containing either GFP alone (GFP, green) or in combination with a given antigen (GFP + antigen, yellow) or the antigen alone (antigen, red) were quantified (>50 cells were evaluated per experiment, n = 3). Data are derived from Figure 2A.

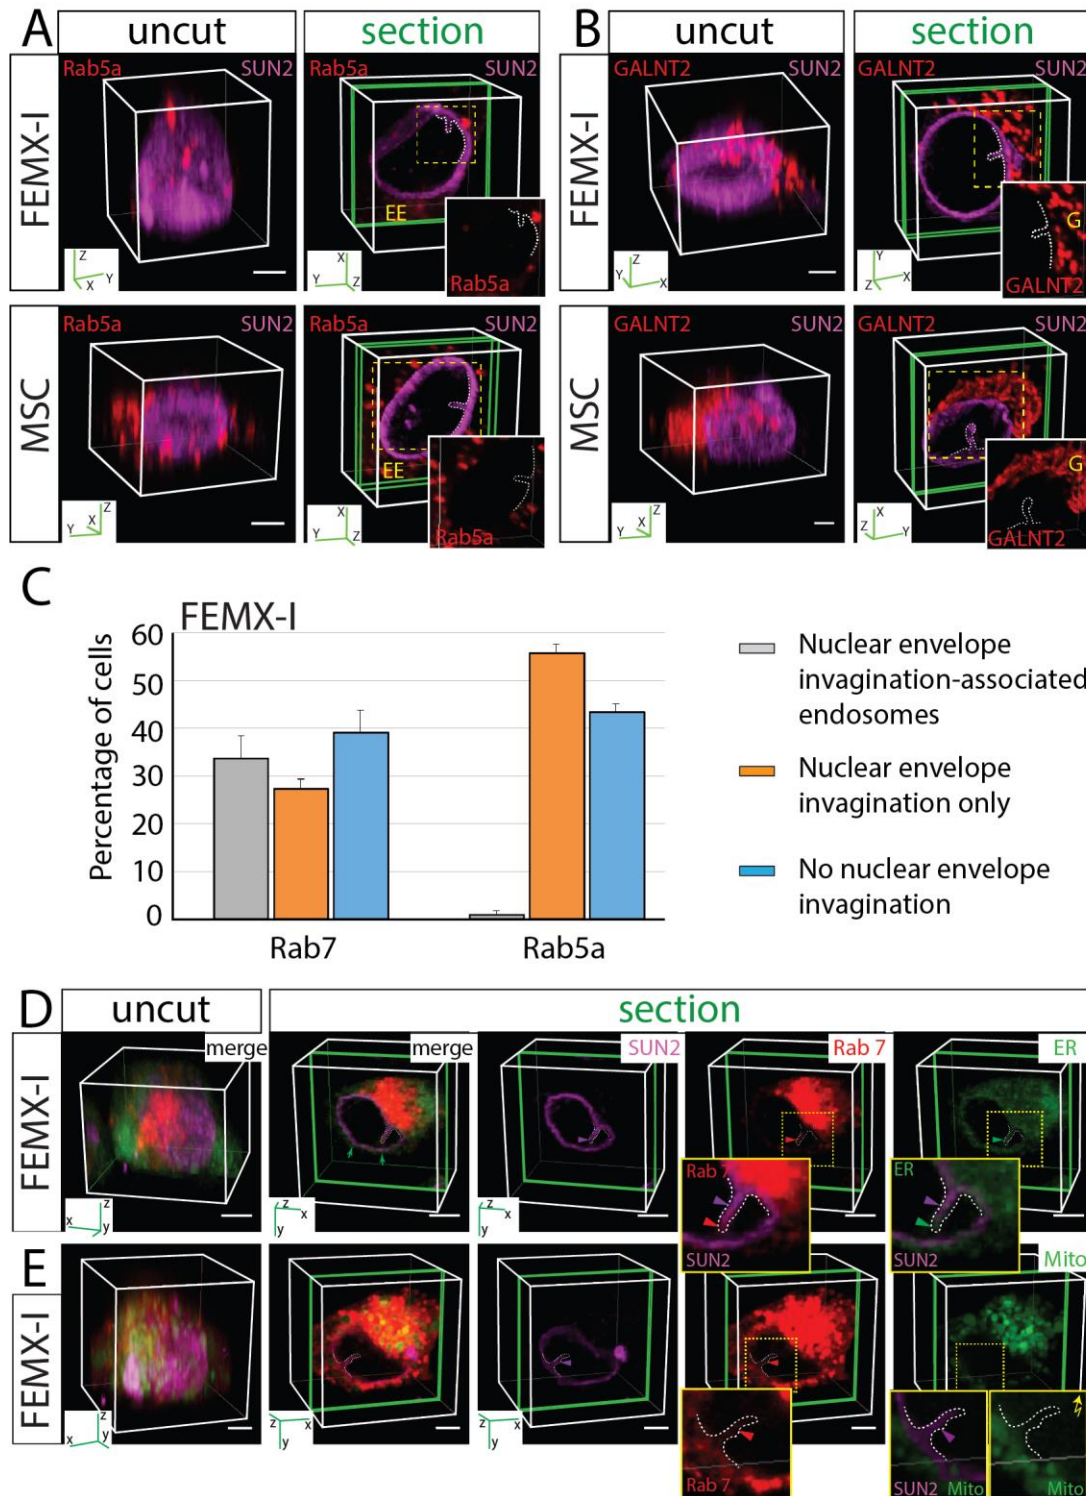

**Supplementary Figure 2: Early Endosomes or Golgi Apparatus are Excluded from Nuclear Envelope Invaginations.** A-C. FEMX-I and MSCs were infected with baculovirus encoding either Rab5a (A), GALNT2 (B) or Rab7 (not shown) –RFP fusion proteins that label early (EE) or late endosome, or Golgi apparatus (G), respectively, prior to their immunolabeling for SUN2 (purple). Samples were analyzed by CLSM. 3D reconstructions of

40 to 45 x-y sections (0.4  $\mu\text{m}$  each for FEMX-I cells, 0.2  $\mu\text{m}$  for MSC; uncut) or 1-3 sections (section, green slice) are shown. The areas (dashed squares) covering SUN2-labeled nuclear envelope invaginations (dotted line) without Rab5a (A) or GALNT2 (B) are displayed in a single fluorescent channel. Percentage of FEMX-I cells with SUN2-stained nuclear envelope invaginations containing late (Rab7) or early (Rab5a) endosomes or without is indicated in the bar graph (C, >50 cells were evaluated per experiment,  $n = 3$ ). **D, E.** FEMX-I cells were double-infected with baculovirus encoding for Rab7-RFP with either ER (D) or mitochondrial (E, Mito) marker–GFP fusion proteins, prior to their immunolabeling for SUN2 (purple). Cells were analyzed by CLSM. The relevant areas (dashed squares) are enlarged. Note the presence of ER luminal marker in nuclear membrane invagination (D, green arrowhead). To detect a weak signal of mitochondria into nuclear envelope invagination, the non-modified exposure of the GFP fluorescence was manually increased using Photoshop software (Adobe Photoshop CS6) (E, inset with zigzag arrow). Scale bars, 5  $\mu\text{m}$ .

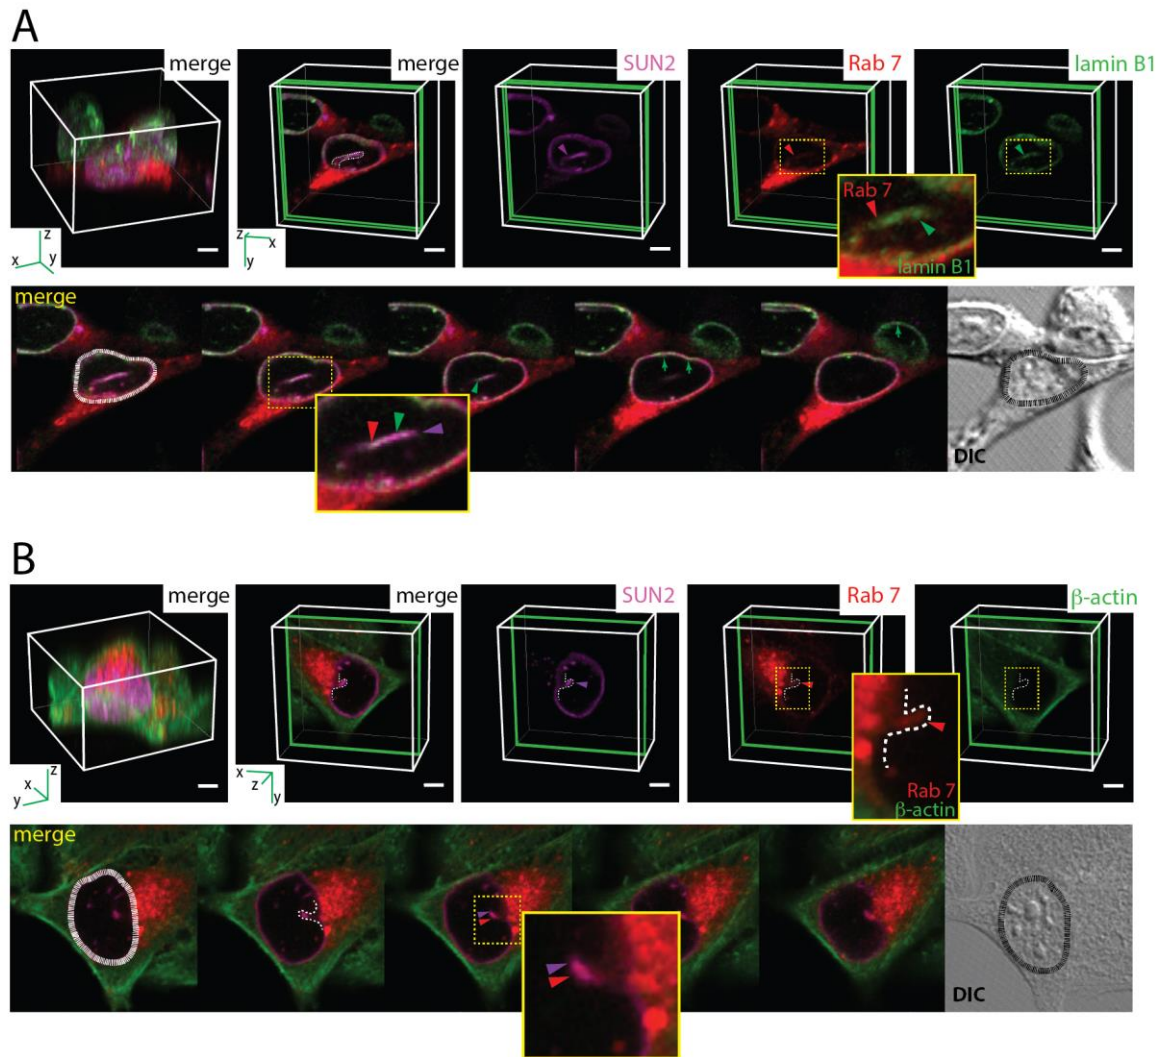

**Supplementary Figure 3: Lamin B1 surrounds N-ALE. A, B.** FEMX-I cells expressing Rab7-RFP were double-immunolabeled for SUN2 (purple) and lamin B1 (A, green) or β-actin (B, green) and analyzed by CLSM. 3D reconstructions of 40 to 45 x-y sections (0.4-μm each) (left top panel) or 1-3 sections (right top panels, green slice) are shown with the relevant individual x-y sections (bottom panels). A differential interference image (DIC) highlighting the position of nucleus (dotted line) is shown. The areas (dashed squares) covering SUN2-labeled nuclear envelope invaginations (dashed line, purple arrowhead) containing Rab7 (red arrowhead) are enlarged. Note the presence of lamin B1 (A, green arrowhead), but not β-actin (B) in the surrounding of N-ALE. Lamin B1 is also concentrated around nuclear membrane (A, green arrow). Scale bars, 5 μm.

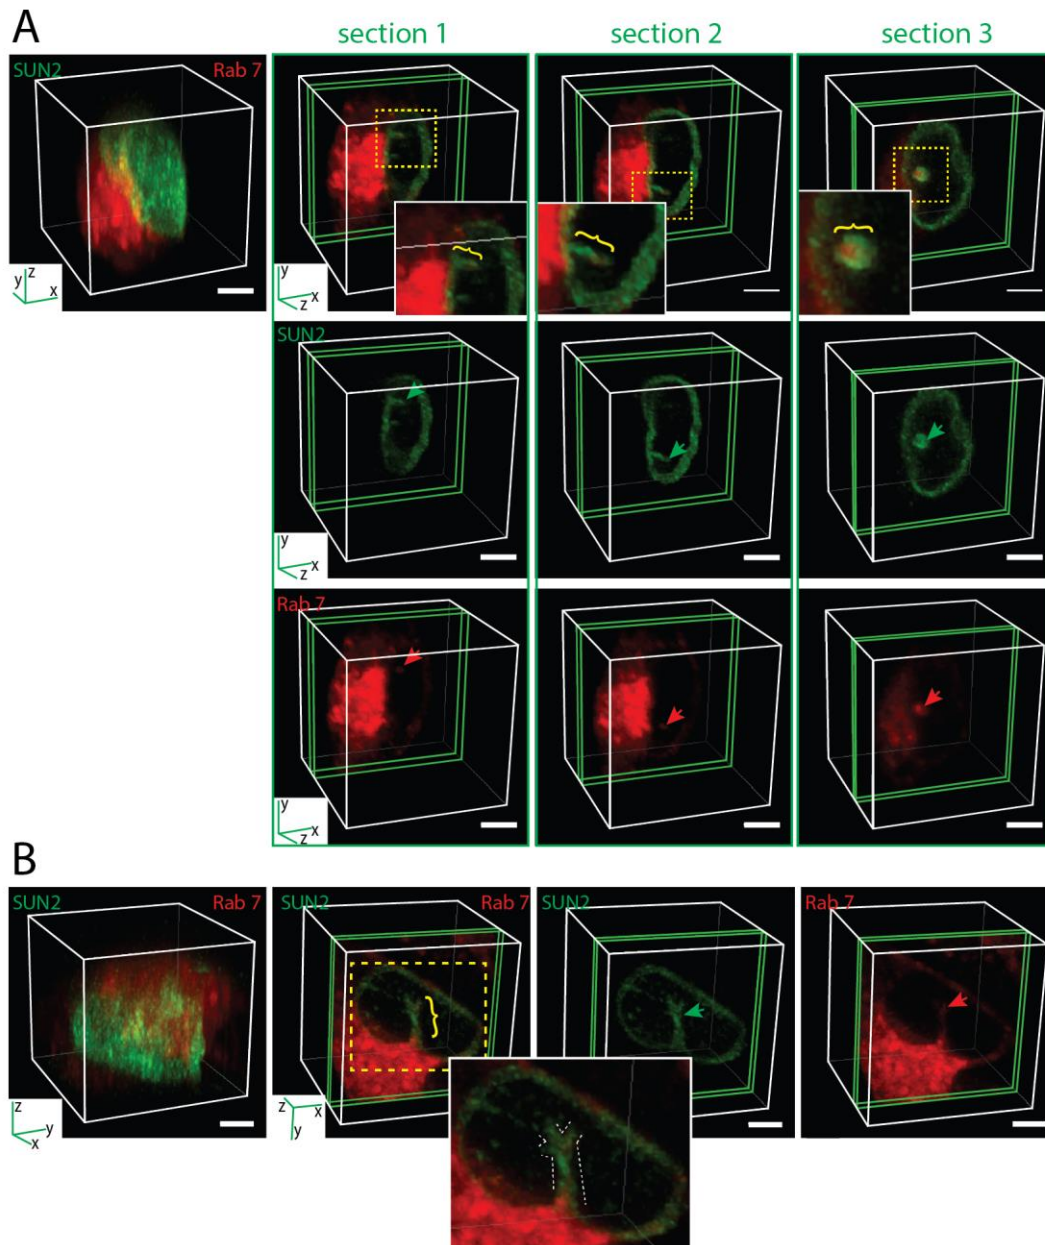

**Supplementary Figure 4: Multiple N-ALE in FEMX-I melanoma cells. A, B.** FEMX-I cells were double-labeled for SUN2 (green) and Rab7 (red) and analyzed by CLSM. 3D reconstructions of 40 to 45 x-y sections (0.4-μm each, left panels) or 1-3 sections (section, green slice) are shown. The areas (dashed square) covering SUN2-labeled nuclear envelope invaginations (green arrow) containing Rab7<sup>+</sup> structures (red arrow) are enlarged. The merge and individual channels are presented. Note three distinct N-ALE (bracket, section 1, 2 and 3) in a single cell (A) or a branching one (B, dotted line). Scale bars, 5 μm.

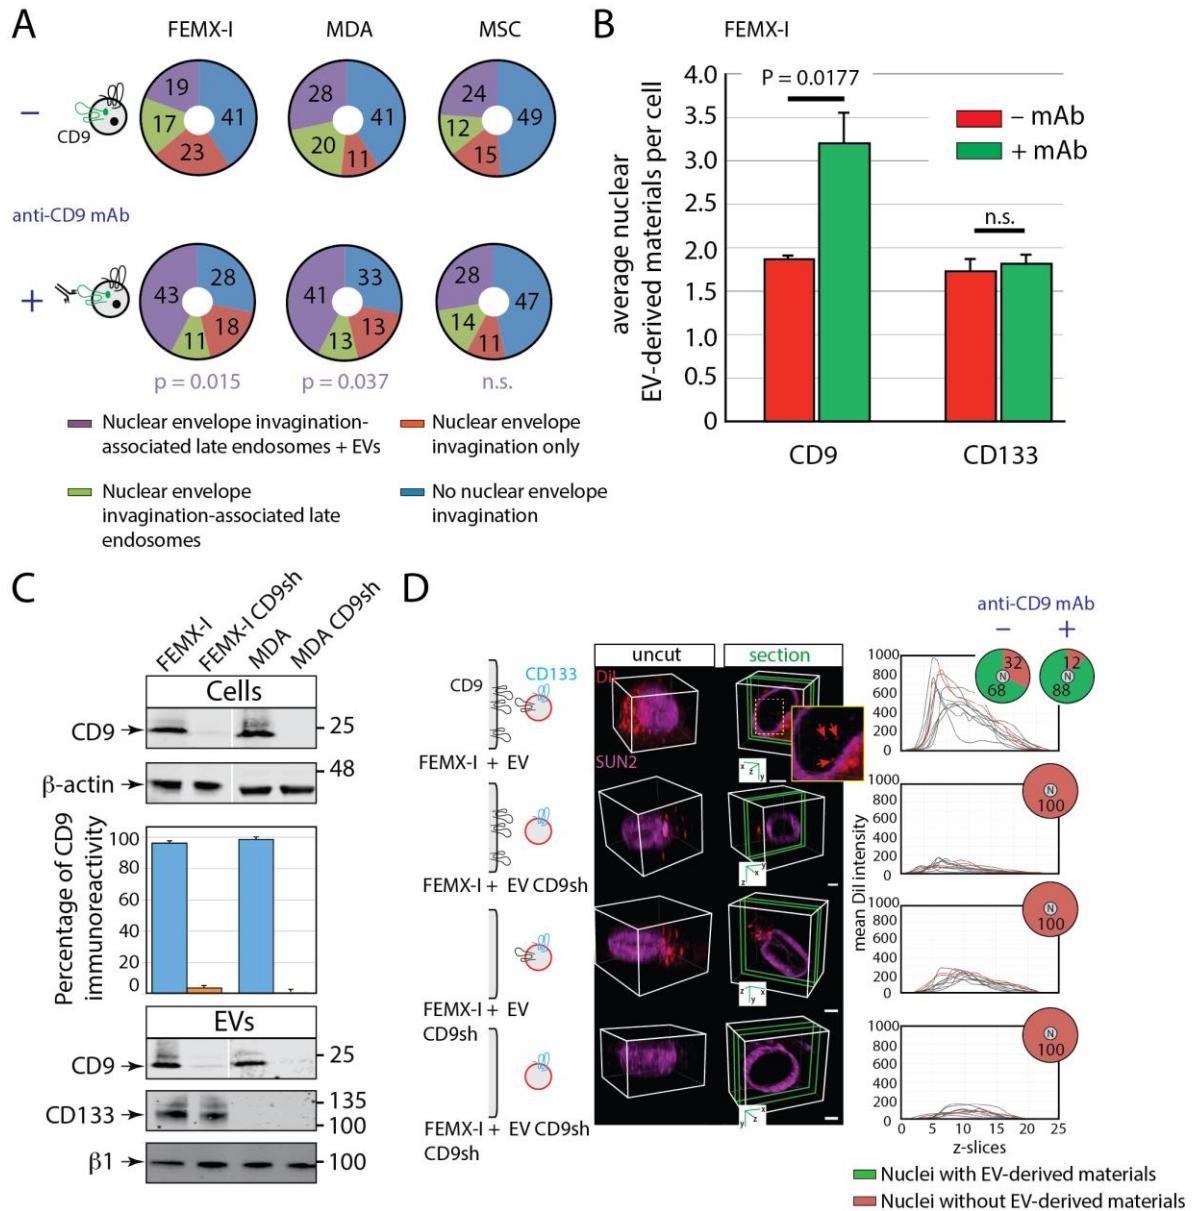

**Supplementary Figure 5: The Endocytosis of EVs and their Transport to the Nucleoplasm Rely on the Tetraspanin Protein CD9.** **A.** FEMX-I, MDA and MSCs expressing Rab7–RFP were incubated (4.5 h) with CD9-GFP<sup>+</sup> EVs ( $5 \times 10^7$  particles/ml) and monoclonal (m) Ab against CD9 (25  $\mu$ g/ml) was added (+) or not (–) during the last 1.5 h prior to immunolabeling for SUN2, and analyzed by CLSM. Percentages of cells without or with SUN2-stained nuclear envelope invaginations containing or not Rab7–RFP (late endosomes) and CD9-GFP (+ EV) are indicated in pie charts (extended data are presented in Supplementary Table 1). The changes in the percentage of FEMX-I and MDA cells containing N-ALE + EVs upon incubation with anti-CD9 mAb are significantly different. N.s., not significant. **B.** Numbers of EV-derived biomaterials in the nucleus of recipient FEMX-I cells upon their exposure to CD9-GFP<sup>+</sup> EVs in absence (–) or presence (+) of mAb

against CD9 or CD133 (mean  $\pm$  s.e.m., >50 cells were evaluated per experiment,  $n = 3$ ). **C.** Parental or CD9-depleted FEMX-I CD9sh and MDA CD9sh cells (top panels) and EVs released therefrom (bottom panels) were probed by immunoblotting for CD9, CD133 or importin  $\beta$ 1. The reduction of CD9 expression was quantified using  $\beta$ -actin as an internal loading control ( $n = 3$ ). MDA cells did not express CD133. Neither the latter nor importin  $\beta$ 1 were upregulated upon the CD9 knockdown (for the blot source data, see Supplementary Figure 9). **D.** FEMX-I cells and DiI-labeled CD133<sup>+</sup> EVs expressing or not CD9 as indicated in the cartoons were incubated (4.5 h), immunostained for SUN2 (purple) and analyzed by CLSM. 3D reconstructions of 40-45 x-y sections (uncut) or 3 sections (section) of one cell are displayed. DiI-labeled biomaterials in the recipient cell nucleus are indicated (arrows), while total DiI intensity within the entire cell was quantified using ImageJ program. Percentage of cells with DiI-labeled EV-derived biomaterials in their nuclei (N) is indicated in pie charts. The addition of anti-CD9 mAb neither stimulated the endocytosis of EVs nor nuclear entry of EV-derived biomaterials when cells and/or EVs lacking CD9 were used. Scale bars, 5  $\mu$ m.

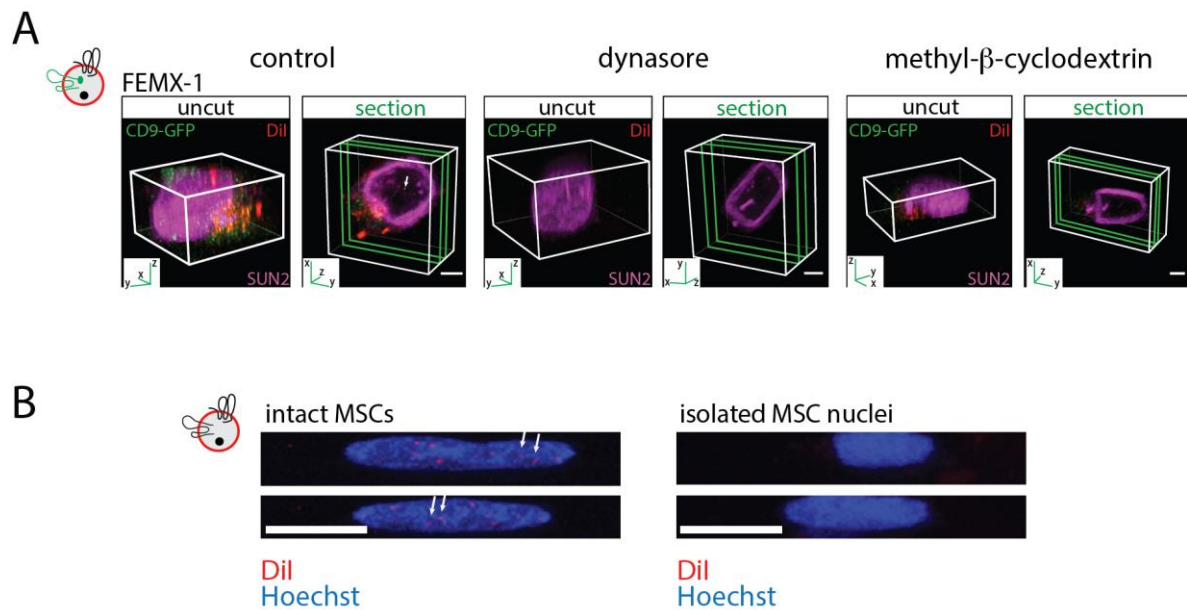

**Supplementary Figure 6: Endocytosis is a Pre-Requisite for the Transport of EV-derived Biomaterials in the Nucleoplasm of Recipient Cells.** **A.** FEMX-I cells were pre-treated (30 min) with dynasore or methyl- $\beta$ -cyclodextrin and then incubated (4.5 h) with DiI-labeled CD133<sup>+</sup>CD9-GFP<sup>+</sup> EVs ( $5 \times 10^7$  particles/ml). Cells were immunolabeled for SUN2 (purple) and analyzed by CLSM. DMSO was added as vehicle control (control). 3D reconstructions of 40 to 45 x-y sections (0.4- $\mu$ m each, uncut) or 1-3 sections (green slice) are shown. Note the absence or strong reduction of EV-derived biomaterials in cells incubated

with dynasore or methyl- $\beta$ -cyclodextrin, respectively. **B.** Intact MSCs or isolated nuclei were incubated with FEMX-I-derived DiI-labeled CD133<sup>+</sup> EVs, and stained with Hoechst 33342 during the last 30 min. Composite z sections are shown. EV-derived biomaterials in the nucleus of recipient cell are indicated with arrows. Scale bars, 5  $\mu$ m.

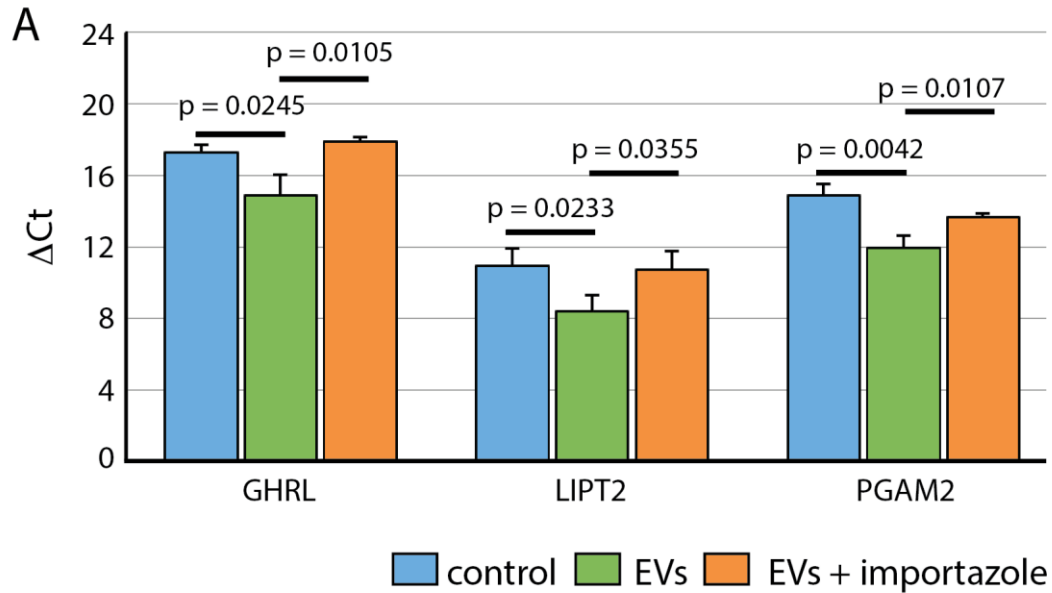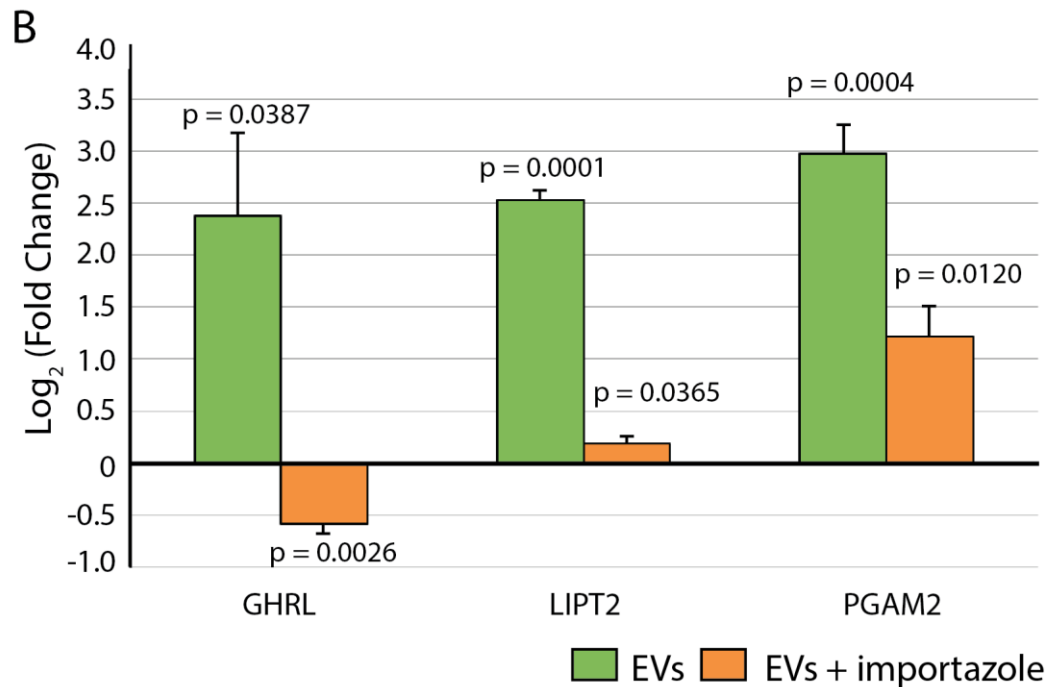

**Supplementary Figure 7: Three MSC-associated Genes are Upregulated upon Exposure to Cancer Cell-derived EVs in the Absence of Importazole.** **A.** Total RNA from MSCs exposed to solvent alone (control),  $1 \times 10^9$  EVs derived from FEMX-I cells (EVs), or EVs in the presence of importazole (EVs + importazole) were analyzed by qRT-PCR.  $\Delta C_T$  values for the genes of interest (GHRL, LIPT2, and PGAM2) were normalized to GAPDH expression ( $n = 3$  independent experiments). **B.** Fold-changes in gene expression compared to control MSCs. Note the significant increase of GHRL, LIPT2, and PGAM2 transcripts in cells exposed to EVs by comparison to the minor change in the presence of importazole. Unpaired Student's *t* test was used. *P* values are indicated.

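The qRT-PCR measured transcripts of single genes in total RNA of MSCs exposed to solvent, EVs or EVs plus importazole, relative to GAPDH in the same RNA. The threshold cycle of a gene is the amplification cycle at which its product becomes detectable, and the difference to the threshold cycle of GAPDH is the value that was compared between groups. A lower difference stands for more transcript. The independent experiments are the replicates of the test, and FPKM values do not enter it.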

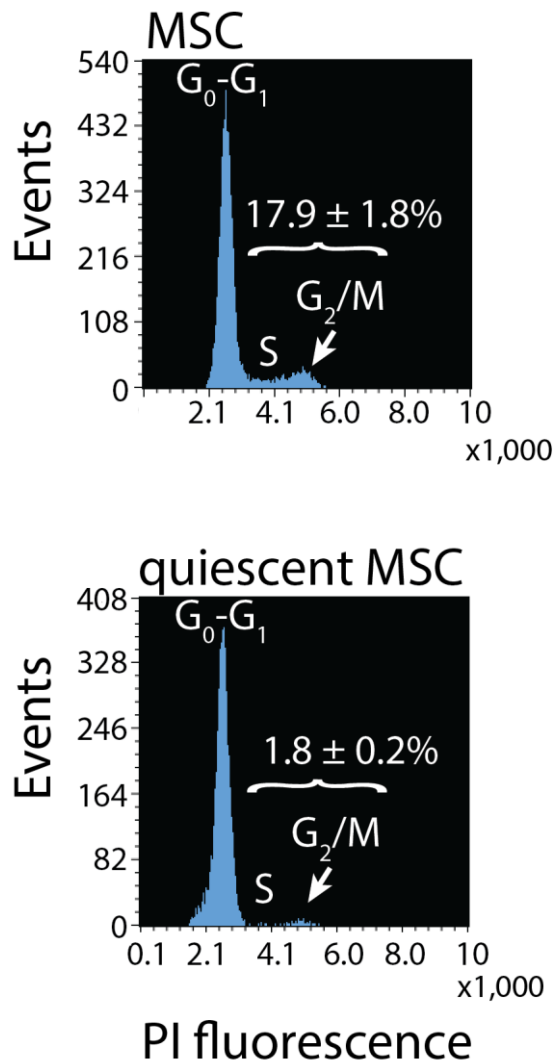

**Supplementary Figure 8: Analysis of Quiescent MSCs by Flow Cytometry.** Cell cycle phases of proliferating (top panel) and quiescent (bottom panel) MSCs were observed using propidium iodide (PI) staining and analyzed by flow cytometry. Percentage of cells in S and  $G_2/M$  phases is indicated.

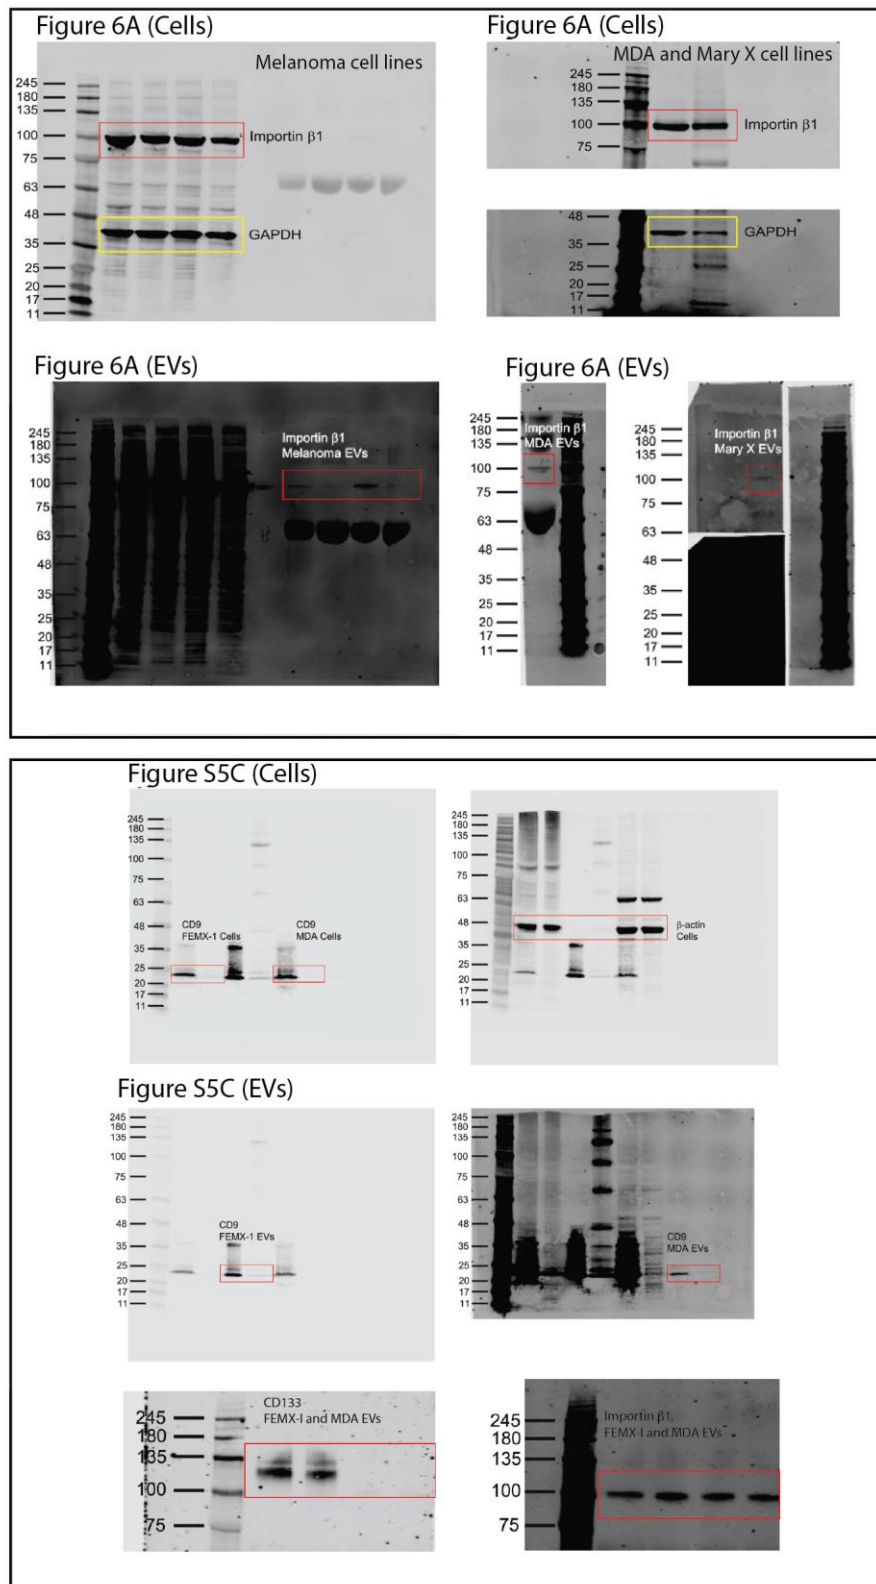

**Supplementary Figure 9: Scans of Uncropped Immunoblots Shown in Figure 6 and Supplementary Figure 5.** The relevant information presented in Figure 6 and Supplementary Figure 5 is indicated in red or yellow boxes. The molecular weight markers are presented on the left.

## Supplemental Videos

### **Supplementary Video 1: CD9-GFP<sup>+</sup> EV-derived Biomaterials Localized in N-ALE, part**

**I.** The video (format: mp4; size: 2.5 MB) depicts a FEMX-I cell expressing Rab7-FRP (red) incubated with CD9-GFP<sup>+</sup> EVs (green) prior to immunolabeling with SUN2 Ab (purple). Cell was analyzed by CLSM. A 3D reconstruction with cutting plane (green slice) is displayed. Still images from this movie are shown in Figure 3C.

### **Supplementary Video 2: CD9-GFP<sup>+</sup> EV-derived Biomaterials Localized in N-ALE, part**

**II.** The video (format: mp4; size: 3.5 MB) depicts a FEMX-I cell incubated with CD9-GFP<sup>+</sup> EVs (green) prior to immunolabeling with SUN2 (purple) and Rab7 (red) Abs. Cell was analyzed by CLSM. A single slice (green) from a 3D reconstruction is displayed. Still image from this movie is shown in Figure 3F.

### **Supplementary Video 3: Subdomains of Late Endosomes Invading Nuclear Envelope**

**Invaginations.** The video (format: mp4; size: 2.9 MB) depicts a FEMX-I cell expressing Rab7-FRP (red) immunolabeled with SUN2 Ab (purple). Cell was analyzed by CLSM. 3D reconstruction of 3 sections (green slice) is displayed. Still image from this movie is shown in Figure 4A.

## Supplemental Tables

**Supplementary Table 1. Details of data presented in Figures 4, 5, 6, 8, and Supplementary Figure 5**

**Figure 4E**

| MSCs                                                    | Mean   | SD    | SEM   |
|---------------------------------------------------------|--------|-------|-------|
| No nuclear membrane invagination                        | 48.22% | 1.37% | 0.79% |
| Nuclear membrane invagination only                      | 16.44% | 0.31% | 0.18% |
| Nuclear membrane invagination-associated late endosomes | 35.33% | 1.44% | 0.83% |
| FEMX-I cells                                            | Mean   | SD    | SEM   |
| No nuclear membrane invagination                        | 39.16% | 7.67% | 4.43% |
| Nuclear membrane invagination only                      | 27.24% | 3.44% | 1.99% |
| Nuclear membrane invagination-associated late endosomes | 33.60% | 8.17% | 4.72% |
| MDA cells                                               | Mean   | SD    | SEM   |
| No nuclear membrane invagination                        | 39.03% | 4.31% | 2.49% |
| Nuclear membrane invagination only                      | 18.19% | 2.55% | 1.47% |
| Nuclear membrane invagination-associated late endosomes | 42.78% | 2.83% | 1.64% |

**Figure 4F**

| MSCs                                                    | Mean   | SD    | SEM   |
|---------------------------------------------------------|--------|-------|-------|
| No nuclear membrane invagination                        | 39.41% | 7.70% | 4.44% |
| Nuclear membrane invagination only                      | 24.75% | 2.41% | 1.39% |
| Nuclear membrane invagination-associated late endosomes | 35.84% | 7.67% | 4.43% |
| FEMX-I cells                                            | Mean   | SD    | SEM   |
| No nuclear membrane invagination                        | 29.70% | 5.60% | 3.23% |
| Nuclear membrane invagination only                      | 32.24% | 5.63% | 3.25% |
| Nuclear membrane invagination-associated late endosomes | 38.06% | 8.18% | 4.72% |

**Figure 5C**

|                                                               | FEMX-I + $5 \times 10^7$ EVs |       |       |  | FEMX-I + $1 \times 10^9$ EVs |       |       |
|---------------------------------------------------------------|------------------------------|-------|-------|--|------------------------------|-------|-------|
|                                                               | Mean                         | SD    | SEM   |  | Mean                         | SD    | SEM   |
| No nuclear membrane invagination                              | 41.09%                       | 4.96% | 2.86% |  | 17.78%                       | 1.57% | 0.91% |
| Nuclear membrane invagination only                            | 22.70%                       | 7.18% | 4.14% |  | 10.00%                       | 4.71% | 2.72% |
| Nuclear membrane invagination-associated late endosomes       | 16.77%                       | 5.93% | 3.42% |  | 7.78%                        | 1.57% | 0.91% |
| Nuclear membrane invagination-associated late endosomes + EVs | 19.44%                       | 4.40% | 2.54% |  | 64.44%                       | 4.16% | 2.40% |

**Figure 6D**

| DMSO                                                       | Mean | SD | SEM |
|------------------------------------------------------------|------|----|-----|
| Nuclear membrane invagination without EV-derived materials | 80%  | 6% | 3%  |
| Nuclear membrane invagination with EV-derived materials    | 20%  | 6% | 3%  |
| Nuclei without EV-derived materials                        | 40%  | 4% | 2%  |
| Nuclei with EV-derived materials                           | 60%  | 4% | 2%  |

  

| Importazole                                                | Mean | SD | SEM |
|------------------------------------------------------------|------|----|-----|
| Nuclear membrane invagination without EV-derived materials | 100% | 0% | 0%  |
| Nuclear membrane invagination with EV-derived materials    | 0%   | 0% | 0%  |
| Nuclei without EV-derived materials                        | 100% | 0% | 0%  |
| Nuclei with EV-derived materials                           | 0%   | 0% | 0%  |

**Figure 6E**

| Control                             | Mean   | SD    | SEM   |
|-------------------------------------|--------|-------|-------|
| Nuclei without EV-derived materials | 33.33% | 2.72% | 1.57% |
| Nuclei with EV-derived materials    | 66.67% | 2.72% | 1.57% |

  

| Leptomycin B                        | Mean   | SD    | SEM   |
|-------------------------------------|--------|-------|-------|
| Nuclei without EV-derived materials | 14.44% | 1.57% | 0.91% |
| Nuclei with EV-derived materials    | 85.56% | 1.57% | 0.91% |

**Figure 8B**

|                                                               | MSC    |       |       |  | qMSC   |       |       |
|---------------------------------------------------------------|--------|-------|-------|--|--------|-------|-------|
|                                                               | Mean   | SD    | SEM   |  | Mean   | SD    | SEM   |
| No nuclear membrane invagination                              | 48.96% | 3.09% | 1.79% |  | 43.22% | 2.73% | 1.57% |
| Nuclear membrane invagination only                            | 15.28% | 1.96% | 1.13% |  | 13.22% | 0.16% | 0.09% |
| Nuclear membrane invagination-associated late endosomes       | 11.88% | 3.80% | 2.19% |  | 21.78% | 4.09% | 2.36% |
| Nuclear membrane invagination-associated late endosomes + EVs | 23.89% | 0.79% | 0.45% |  | 21.78% | 6.81% | 3.93% |

**Figure 8C**

| MSC                                 | – CD9 mAb |       |       |  | +CD9 mAb |       |       |
|-------------------------------------|-----------|-------|-------|--|----------|-------|-------|
|                                     | Mean      | SD    | SEM   |  | Mean     | SD    | SEM   |
| Nuclei without EV-derived materials | 44.65%    | 2.85% | 1.64% |  | 31.11%   | 5.67% | 3.27% |
| Nuclei with EV-derived materials    | 55.35%    | 2.85% | 1.64% |  | 68.89%   | 5.67% | 3.27% |
| qMSC                                |           |       |       |  |          |       |       |
| Nuclei without EV-derived materials | 100%      | 0%    | 0%    |  | 100%     | 0%    | 0%    |
| Nuclei with EV-derived materials    | 0%        | 0%    | 0%    |  | 0%       | 0%    | 0%    |

**Figure 8D and data not presented**

| MSC                                 | Leptomycin B |       |       |  | Control |       |       |
|-------------------------------------|--------------|-------|-------|--|---------|-------|-------|
|                                     | Mean         | SD    | SEM   |  | Mean    | SD    | SEM   |
| Nuclei without EV-derived materials | 21.11%       | 1.57% | 0.91% |  | 43.65%  | 3.02% | 2.14% |
| Nuclei with EV-derived materials    | 78.89%       | 1.57% | 0.91% |  | 56.35%  | 3.02% | 2.14% |
| qMSC                                |              |       |       |  |         |       |       |
| Nuclei without EV-derived materials | 100%         | 0%    | 0%    |  | 100%    | 0%    | 0%    |
| Nuclei with EV-derived materials    | 0%           | 0%    | 0%    |  | 0%      | 0%    | 0%    |

**Supplementary Figure 5A**

| FEMX-I cells                                                  | – CD9 mAb |       |       | P value | + CD9 mAb |       |       |
|---------------------------------------------------------------|-----------|-------|-------|---------|-----------|-------|-------|
|                                                               | Mean      | SD    | SEM   |         | Mean      | SD    | SEM   |
| No nuclear membrane invagination                              | 41.09%    | 4.96% | 2.86% |         | 28.21%    | 8.55% | 4.94% |
| Nuclear membrane invagination only                            | 22.70%    | 7.18% | 4.14% |         | 18.03%    | 9.89% | 5.71% |
| Nuclear membrane invagination-associated late endosomes       | 16.77%    | 5.93% | 3.42% |         | 11.37%    | 4.10% | 2.37% |
| Nuclear membrane invagination-associated late endosomes + EVs | 19.44%    | 4.40% | 2.54% | 0.015   | 42.39%    | 6.04% | 3.49% |

| MDA cells                                                     | – CD9 mAb |       |       | P value | + CD9 mAb |       |       |
|---------------------------------------------------------------|-----------|-------|-------|---------|-----------|-------|-------|
|                                                               | Mean      | SD    | SEM   |         | Mean      | SD    | SEM   |
| No nuclear membrane invagination                              | 40.56%    | 3.42% | 1.98% |         | 33.33%    | 2.72% | 1.57% |
| Nuclear membrane invagination only                            | 11.11%    | 3.14% | 1.81% |         | 12.87%    | 2.18% | 1.26% |
| Nuclear membrane invagination-associated late endosomes       | 20.00%    | 9.81% | 5.67% |         | 12.59%    | 1.05% | 0.60% |
| Nuclear membrane invagination-associated late endosomes + EVs | 28.33%    | 5.93% | 3.42% | 0.037   | 41.20%    | 4.13% | 2.39% |

| MSCs                                                          | – CD9 mAb |       |       | P value | + CD9 mAb |       |       |
|---------------------------------------------------------------|-----------|-------|-------|---------|-----------|-------|-------|
|                                                               | Mean      | SD    | SEM   |         | Mean      | SD    | SEM   |
| No nuclear membrane invagination                              | 48.96%    | 3.09% | 1.79% |         | 46.67%    | 2.72% | 1.57% |
| Nuclear membrane invagination only                            | 15.28%    | 1.96% | 1.13% |         | 11.11%    | 1.57% | 0.91% |
| Nuclear membrane invagination-associated late endosomes       | 11.88%    | 3.80% | 2.19% |         | 14.44%    | 6.85% | 3.95% |
| Nuclear membrane invagination-associated late endosomes + EVs | 23.89%    | 0.79% | 0.45% | NS      | 27.78%    | 4.16% | 2.40% |

**Supplementary Figure 5D**

| FEMX-I + EV                         | – CD9 mAb |       |       |  | + CD9 mAb |       |       |
|-------------------------------------|-----------|-------|-------|--|-----------|-------|-------|
|                                     | Mean      | SD    | SEM   |  | Mean      | SD    | SEM   |
| Nuclei without EV-derived materials | 32.02%    | 1.63% | 0.94% |  | 12.39%    | 1.71% | 0.98% |
| Nuclei with EV-derived materials    | 67.98%    | 1.63% | 0.94% |  | 87.61%    | 1.71% | 0.98% |

FEMX-I + EV CD9sh

FEMX-I CD9sh + EV

FEMX-I CD9sh + EV CD9sh

|                                     |      |    |    |  |      |    |    |
|-------------------------------------|------|----|----|--|------|----|----|
| Nuclei without EV-derived materials | 100% | 0% | 0% |  | 100% | 0% | 0% |
| Nuclei with EV-derived materials    | 0%   | 0% | 0% |  | 0%   | 0% | 0% |

SD, standard deviation; SEM, standard error of the mean; NS, not significant.

&gt;50 cells were evaluated per experiment, n = 3.

Color code refers to the pie chart presented in the figure.

**Supplementary Table 2. Primary antibodies used for immunodetection and functional assay**

| Antigen                 | Clone/AS<br>(host species) | Manufacturer                | Dilution |         |      |
|-------------------------|----------------------------|-----------------------------|----------|---------|------|
|                         |                            |                             | ICC/IHC  | IB      | FA   |
| CD9                     | HI9a (m)                   | Biologend                   |          |         | 1:20 |
|                         | P1/33/2 (m)                | Santa Cruz<br>Biotechnology |          | 1:500   |      |
|                         | 72F6 (m)                   | Thermo Scientific           | 1:50     |         |      |
| SUN2                    | H-145 (r)                  | Santa Cruz<br>Biotechnology | 1:50     |         |      |
|                         | A-10 (m)                   | Santa Cruz<br>Biotechnology | 1:50     |         |      |
| Importin $\beta$ 1      | H-7 (m)                    | Santa Cruz<br>Biotechnology | 1:50     | 1:500   |      |
| CD133                   | W6B3C1 (m)                 | Miltenyi Biotec             | 1:50     | 1:100   |      |
| Alix                    | 1A12 (m)                   | Santa Cruz<br>Biotechnology | 1:50     | 1:200   |      |
| Annexin A2              | 3D5 (m)                    | Santa Cruz<br>Biotechnology | 1:50     |         |      |
| Nucleoporins            | Mab414 (m)                 | Enzo Life<br>Sciences       | 1:50     |         |      |
| $\beta$ -Actin          | C4 (m)                     | Santa Cruz<br>Biotechnology |          | 1:1000  |      |
|                         | GT5512 (m)                 | GeneTex                     | 1:200    |         |      |
| GAPDH                   | 686613 (m)                 | R&D Systems                 |          | 1:10000 |      |
| Rab7                    | EPR7589 (r)                | Abcam                       | 1:50     |         |      |
| Rab7-Alexa<br>Fluor 647 | EPR7589 (r)                | Abcam                       | 1:100    |         |      |
| pan-Cytokeratin         | H-240 (r)                  | Santa Cruz<br>Biotechnology | 1:50     |         |      |
| Vimentin                | RV202 (m)                  | Abcam                       | 1:100    |         |      |
|                         | EPR3776 (r)                | Abcam                       | 1:100    |         |      |
| Lamin B1                | 119D5-F1 (m)               | Abcam                       | 1:50     |         |      |

AS, antiserum; ICC, immunocytochemistry; IHC, immunohistochemistry; IB, immunoblotting; FA, functional assay  
M, mouse; R, rabbit

How the deposited data were processed for this re-analysis (not part of the article)

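RNA-seq was available for 14 libraries of primary human MSCs in 7 groups of 2: solvent, EVs, CD9sh EVs, EVs plus importazole, EVs plus leptomycin B, importazole, and leptomycin B. Groups were taken from the sample labels and the paper. The authors prepared the libraries with a poly(A) selection kit, sequenced them with single reads of 52 nt, mapped them with TopHat2 to GRCh38 and ran Cuffdiff 2.2.1 on pairs of groups. The authors deposited the resulting FPKM values, with a lower and an upper limit and a status for each gene and group, in 13 tables of 26372 genes. Each FPKM pools the 2 libraries of a group, is normalized by the authors for transcript length and library size, and is printed here as the authors' value without an SD. The number of columns of per-sample values that were not used is 0.

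Ratios of FPKM were taken between groups of the same run, with status OK and an FPKM above 0 in both. Of the 26372 genes, 7 lacked status OK in at least 1 table. The cutoff was an absolute log2 ratio above 1.1, as in Supplemental Methods. A gene of the 15 in Figure 6F was counted as prevented by a drug when it was past the cutoff with EVs and not past it in the same direction with EVs plus the drug, relative to solvent, since the paper's text gives no rule. In all, 11 comparisons of groups were made. Genes named in the text are those of Figure 6F, 1 of which is counted but not reported by itself here, GAPDH, XPO1, KPNB1 and CD9, and for each comparison with solvent the 5 highest and the 5 lowest log2 ratios among genes with an FPKM of at least 1 in both groups and limits that do not overlap. This rule, the cutoff and 4 gene lists (melanoma genes, p53 target genes, inflammatory genes and replication-dependent histone genes) were set before the data were examined. The gene lists were written by hand and not taken from a database. Their medians of log2(FPKM + 0.1) differences were placed among 10000 random lists of the same size, matched on mean expression in 10 bins.

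The depth per library is not given in the tables. Solvent is held by 6 runs and every group by at least 3, and the FPKM of a group shifts between runs because Cuffdiff weights the 2 libraries differently in each. For each group, the values of the 2 libraries were solved from these shifts. A gene was kept as recovered when the error of its share was at most 0.05, and a share under 0.02 was set to 0. On simulated groups held by 3 or 6 runs, 16138 genes with an FPKM above 0.05 were kept by this limit. The share was within 0.02 of the true one for 100.0% of them. Simulated genes that failed the limit were not counted. Each simulated run scaled the 2 libraries by 1 factor each, as the recovery assumes, so that this assumption was not tested. The relative depth of the libraries was read from whole multiples in low values. It was lowest in 1 of the 2 solvent libraries (0.561 of the other), so that low values in solvent are less precise than with EVs.

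The recovered values were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), over genes with a mean FPKM of at least 0.1, with a mean-variance trend, all 7 groups in 1 fit and Benjamini-Hochberg adjustment. On simulated data of EVs against solvent with 15691 genes, 189 of 200 changed genes were recovered with 11 false calls. The changed genes were changed 4-fold and all had a mean FPKM of at least 1 in solvent. Of the unchanged genes, 4.93% had an unadjusted p-value under 0.05. The library recovery, limma, the tests on gene lists per library, the regrouping of libraries and Fisher's exact tests were chosen after the tables were seen. Each pair of groups was also divided in the 2 other ways that put 1 library of each group on either side. Gene lists were compared per library by the mean log2(FPKM + 0.1) of the list, with an exact permutation test over 216 arrangements of the labels within solvent, importazole and leptomycin B. Genes picked with EVs were followed in the other groups, with Fisher's exact test between the 15 genes and the others, and in 100 simulated sets of unchanged groups that shared 1 control, drawn with the spread of the authors' limits and, chosen after the result was seen, with 0.34 of it, at which about as many genes were past the cutoff as with EVs. Genes listed at 0 in a group counted there as not past the cutoff, and in an alternative chosen after the result was seen, those lower with EVs counted as past it. Gene lengths came from a RefSeq gene table and were found for 97.0% of the genes compared between EVs and solvent.

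Alternatives were a minimum FPKM of 1 in either or both groups, pseudocounts of 0.1 and 1, a cutoff of 1, all statuses, rescaling of each group to a median log2 ratio of 0, limits that do not overlap, the mean of a control group over all runs, and leaving out 1 library at a time. Microscopy and qRT-PCR were not analysed here. Numerical work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.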

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

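The tests of library differences, of recurrence in independent comparisons and of scaling, and the tests per library of the inflammatory genes and their comparison between CD9sh EVs and EVs, were chosen after the results were seen.

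The paper shows the groups with importazole or leptomycin B alone for the 15 genes and does not report other genes. In the recovered libraries, 134 genes with an FPKM of at least 1 in both groups were past the cutoff between importazole and solvent. Dividing the same 4 libraries so that each side held 1 library of each group gave at most 48 such genes. With leptomycin B the number was 184, against at most 65 in the mixed divisions. These numbers argue against differences between libraries of the same group. A shift of only the libraries of the drug alone, or only those of solvent, would not recur in a comparison with other libraries. A shift common to all libraries exposed to a drug would recur whatever its cause, and the following values cannot tell it from an effect of the drug. Across genes, the log2 ratio of importazole to solvent had a Spearman's rho of 0.566 with that of EVs plus importazole to EVs, and for leptomycin B rho was 0.738. Pearson's r was −0.053 and 0.082, and rho was chosen after both were seen. Of the 128 genes with an FPKM of at least 1 that were past the cutoff in the former comparison, 98 (76.6%) changed in the same direction in the latter, and for leptomycin B 139 of 164 (84.8%). Limma called 1159 genes higher and 689 lower with importazole, and 1542 higher and 2089 lower with leptomycin B. The authors' scaling of the libraries moves all genes alike and left the ratios centered. Their median log2 ratio to solvent was 0.0012 with importazole and −0.02 with leptomycin B. With centered ratios, calls in both directions can be found whatever the cause, so that these counts do not test the scaling. A direct response of MSCs to either drug remains as a hypothesis, found and tested on the same libraries. Whether importazole or the solvent it was dissolved in was responsible was not tested.

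The p53 target genes stood apart with leptomycin B alone. Their median log2 difference to solvent was 0.87, above all 10000 random lists, and 23 of 23 genes were higher. The median was 0.85 (0.852) in EVs plus leptomycin B against EVs, which shares no library with the former. A p53 response to blocked nuclear export is a candidate explanation. The mean of the list per library was 4.06 and 4.07 with leptomycin B and 2.85 and 2.87 with solvent. GDF15 and BTG2, which are among the 5 highest genes with leptomycin B that have an FPKM of at least 1 in both groups and limits that do not overlap, had log2 ratios of 3.23 and 2.31.

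The inflammatory genes rose with importazole alone, with a median log2 difference to solvent of 1.12, above all random lists. In EVs plus importazole against EVs the median was 1.05. An inflammatory response to importazole or its solvent may explain this, and the 2 cannot be separated in these groups. Among genes with an FPKM of at least 1 in both groups and limits that do not overlap, CXCL8 and ICAM1 were the 2 highest with importazole, with log2 ratios of 3.59 and 2.68.

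The same list was also higher with EVs, by a median log2 difference of 0.13 to solvent, at the 99.98 percentile of random lists. The difference is far under the cutoff for single genes. Per library, the mean of the list was higher with EVs by 0.31 on the log2(FPKM + 0.1) scale, averaged over the comparisons without drug (0.24), with importazole (0.40) and with leptomycin B (0.28). All libraries with EVs lay above those without in each of the 3 comparisons (exact permutation test, two-sided p = 0.00926, the smallest value this design can give, adjusted p = 0.037 over 4 lists). This argues against differences between libraries of the same group. Low FPKM values do not account for it, since the 18 genes with a mean FPKM of at least 1 gave 0.26, and 15 of these 18 were higher in all 3 comparisons. The authors' scaling of the libraries would have moved other lists as well, and the p53 targets differed by 0.0011 (p = 0.861 in the same exact test). With CD9sh EVs the list was not higher than with solvent (−0.10), which argues against the addition of any EV preparation as the cause. Between CD9sh EVs and EVs, the mean of the list differed by −0.34, and its median log2 difference of −0.2367 was below all 10000 random lists, with 3 of 28 genes higher. With 1 library left out at a time, the median stayed between −0.294 and −0.158. Random lists do not measure differences between libraries, and no test across libraries was made of this difference. The means of the list per library were 0.727 and 0.775 with CD9sh EVs and 1.083 and 1.108 with EVs. With each library left out in turn, the mean difference with EVs stayed between 0.26 and 0.36. A small inflammatory response of MSCs to parental EVs is a hypothesis that was found and tested on the same libraries. An inflammatory contaminant of the parental EV preparation was not tested and stays open.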

How the results depend on the processing

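The alternatives that leave out a library, limma, the rule for genes listed at 0, and the count of genes that changed less with CD9sh EVs were chosen after the results were seen. The number of genes past the cutoff depended on the treatment of low FPKM values in all 11 comparisons. Where the cause is not given by the construction of the alternative, the cause was not tested.

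When the higher of the 2 FPKM values had to be at least 1, the count was 108 for EVs, 122 for CD9sh EVs, 279 for EVs plus importazole, 326 for EVs plus leptomycin B, 240 for importazole and 338 for leptomycin B, all against solvent. Under the same minimum it was 103 for EVs plus importazole against importazole, 116 for EVs plus leptomycin B against leptomycin B, and 99, 272 and 318 for CD9sh EVs, EVs plus importazole and EVs plus leptomycin B against EVs. With both FPKM values at least 1, in the same order, the counts were 85, 86, 177, 193, 149 and 201 against solvent, 58 and 88 against the drug alone, and 68, 190 and 201 against EVs. A pseudocount of 0.1 gave 643, 692, 879, 971, 837 and 1062, then 666 and 668, then 648, 842 and 871. A pseudocount of 1 gave 332, 339, 396, 400, 390 and 404, then 310 and 334, then 343, 401 and 392. Limits that do not overlap left 16, 18, 161, 211, 119 and 204, then 11 and 22, then 21, 171 and 228. These alternatives remove genes or shrink low values by construction. A cutoff of 1, all statuses, rescaling and the mean of the control over runs kept every count within 1.5 times, as did leaving out 1 library at a time.

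In limma, a test across libraries and not a size cutoff, the number of genes called fell to 0 for EVs (651 with an unadjusted p-value under 0.05), 2 for CD9sh EVs and 2 for CD9sh EVs against EVs, and to 3 and 4 for the EVs added to importazole and leptomycin B. It rose to 3479 for EVs plus leptomycin B and 3631 for leptomycin B against solvent, and to 3625 for EVs plus leptomycin B against EVs.

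Of the 15 genes, 6 were past the cutoff with EVs and 2 with CD9sh EVs when the higher FPKM had to be at least 1, 5 were prevented by importazole, 6 by leptomycin B, 5 by both and 6 by at least 1 drug. With both values at least 1, and with limits that do not overlap, each of these 6 counts was 0. With a pseudocount of 1 they were 1, 0, 1, 1, 1 and 1, and the median absolute log2 ratio with EVs fell from 1.71 to 0.56. Leaving out 1 library at a time, among the 11 genes with every library recovered, gave from 6 to 9 genes past the cutoff with EVs, from 2 to 4 with CD9sh EVs, from 4 to 9 prevented by importazole and from 4 to 8 prevented by leptomycin B. GHRL ranged from −0.93 to 4.62, reversed without 1 of the 2 EV libraries.

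Among the gene lists, the histone genes with CD9sh EVs changed from 0.55 to −0.0575 when both values had to be at least 1, which left 8 genes. Under the same minimum they moved to 0.15 with EVs plus leptomycin B, −0.0938 with importazole and 0.22 with leptomycin B, no longer outside the random lists. With a pseudocount of 1, the histone genes with EVs plus importazole (−0.10) and the inflammatory genes with CD9sh EVs (−0.0447) moved outside them.

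Of the genes picked with EVs when the higher FPKM had to be at least 1, the percentage not past the cutoff was 67.6 with EVs plus leptomycin B, 71.3 with EVs plus importazole, 66.7 with leptomycin B, 50.9 with both drugs and 37.0 with both drugs and CD9sh EVs. With genes that were lower with EVs and listed at 0 in the other group taken as past the cutoff, it was 55.1 with CD9sh EVs, 57.5 with EVs plus leptomycin B, 57.7 with EVs plus importazole, 57.3 with leptomycin B, 56.5 with importazole, 36.6 with both drugs and 27.1 with both drugs and CD9sh EVs.

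Of the genes past the cutoff with EVs, 801 changed less in the same direction with CD9sh EVs. This count was 82 with the higher FPKM at least 1, 60 with both at least 1, 446 and 213 with pseudocounts of 0.1 and 1, and 10 with limits that do not overlap. Leaving out 1 library at a time gave from 556 to 866 genes.

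For single genes, 710 of 744 alternatives moved the log2 ratio by less than the spread given by the authors' limits. Of the others, 33 moved it by more and 1 reversed it. Reversals were counted only for genes past the cutoff or with limits that do not overlap. The limits are wide for genes with a low FPKM, so that the first count does not show that the ratios of the 15 genes are stable. The depth limits the low genes: most of the 15 genes rest on a few reads per library, and a solvent library held 0.561 of the depth of the other.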

Differences from the paper's values

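The limma test and the count of genes that changed less with CD9sh EVs were chosen after the results were seen.

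The paper reports 15 transcripts that were altered by EVs and were not altered, or less so, by CD9-depleted EVs. With the paper's cutoff and no minimum FPKM, 1095 genes were past it here with EVs. Of these, 801 changed less in the same direction, or in the opposite one, with CD9sh EVs, including all 15 genes of Figure 6F, against the paper's 15. Of the alternatives set before the data were examined for the genes past the cutoff, applied to this count, the requirement that the authors' limits do not overlap gave 10 genes, within 1.5 times of the paper's number, but 0 of these were among the paper's 15. The others did not come within 1.5 times: 82 genes with the higher FPKM at least 1, 60 with both at least 1, 446 and 213 with pseudocounts of 0.1 and 1, 972 with a cutoff of 1, 801 with all statuses, 801 after rescaling and 829 with the mean of the control over runs. In limma, 0 genes were called between EVs and solvent, and 651 had an unadjusted p-value under 0.05.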

Other observations

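The tests in this part were chosen after the result was seen, except the percentiles of the melanoma and the histone genes, the percentages of genes picked with EVs that were not past the cutoff in other groups, and the simulated groups with the spread of the authors' limits.

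The number of genes past the cutoff between EVs and solvent was the same as differences between libraries of the same group give. In the recovered libraries it was 980, and the 2 divisions that mixed the groups gave 981 and 1016. Low FPKM values are a second candidate explanation, since 90.1% of the genes were under 1 in both groups. Among genes with an FPKM of at least 1 in both, 72 were past the cutoff between the groups and at most 48 in the mixed divisions. With only 3 divisions in all, and no excess of low p-values in limma (4.13%), an effect of EVs on these genes and differences between libraries cannot be told apart.

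Most of the 15 genes changed less in the direction seen with EVs in groups exposed to a drug: 13 with EVs plus importazole, 14 with EVs plus leptomycin B, and 11 with leptomycin B alone. CD9sh EVs are left out here, because the paper lists the 15 genes as changed less or not at all with them. Selection of genes at the extreme of 1 comparison may account for part of this. Of the 1080 other genes picked in the same way with EVs, 65.9% were not past the cutoff with EVs plus importazole, against 80.0% of the 15 genes (Fisher's exact test, p = 0.41). With both drugs the shares were 44.3% and 66.7% (Fisher's exact test, p = 0.115, adjusted p = 0.46). Genes listed at 0 counted here as not past the cutoff. With those that were lower with EVs counted as past it, the percentages of the 1080 genes were 57.4 with EVs plus importazole and 36.2 with both drugs (Fisher's exact test against the 15 genes, p = 0.0269, adjusted p = 0.135). In simulated groups without any change that shared 1 control, 46.2% of the genes picked in 1 group were not past the cutoff in another (44.1% to 48.8%). That simulation was noisier than the data, with a median of 3371.5 genes past the cutoff in an unchanged group. With the spread reduced to give 1111.5 such genes, the percentages were 53.7 in another group (50.4 to 58.6) and 35.9 in 2 others (31.3 to 39.2). The percentages of the 15 genes lie above these, and with 15 genes a higher rate than that of the other genes was not shown. A real effect of the drugs on some of the 15 genes is not excluded by this.

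GHRL with EVs may be a value that rests on 1 library, since without it the log2 ratio was −0.93. The 28 genes with limits that do not overlap between EVs and solvent may be explained by very short transcripts, at which a few reads give a large FPKM. Of these genes, 92.9% are shorter than 300 nt, against 1.4% of all genes compared. No biological explanation was tested for them.

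If the EVs carried melanoma RNA into the MSC libraries, melanoma genes should be higher with EVs. The median of the 14 genes of the list that could be compared was at percentile 56.4 of random lists, with a log2 difference of 0.01, and 5 of its 18 genes are at an FPKM of at least 1 in MSCs exposed to solvent. The expression of FEMX-I cells was not analysed here, so that a small carry-over cannot be told apart from none.

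Of the 15 genes, 3 (HIST1H4B, HIST2H2BA and HIST3H2A) are in the list of replication-dependent histone genes, which was made from gene symbols. Transcripts of such genes generally lack a poly(A) tail, which was not checked for each gene of the list. A different yield of such RNA in the EV libraries is a candidate explanation. The histone list as a whole was at percentile 2.15 with EVs, and without the 3 genes at 11.1 (median log2 difference −0.06). With a pseudocount of 1, the list without the 3 genes was at percentile 1.39, and its 8 genes with an FPKM of at least 1 in both groups were at 0.02 (median −0.21, 1 of 8 higher), which goes with a lower yield. Other values do not: of the 3 genes, HIST3H2A was higher with EVs (log2 ratio 1.14, from few reads), and the mean of the list per library was higher with EVs than with solvent by 0.07 over 57 genes and by 0.03 over 9 genes with a mean FPKM of at least 1. Relative to the mean of the 4 libraries, the median of these 8 genes was −0.173 and 0.058 in the EV libraries and 0.057 and 0.13 in the solvent libraries, so that 1 EV library lay below the solvent libraries and the other did not. Most of the 71 genes of the list are near 0, with 27 listed at 0 in solvent, and averaged over the comparisons without drug, with importazole and with leptomycin B, no difference per library was detected with EVs (mean difference −0.05, exact permutation test p = 0.704). A lower yield in the EV group and a difference between its 2 libraries cannot be told apart with 2 libraries. With CD9sh EVs the histone list had a median of 0.55. Without 1 of the 2 CD9sh libraries the median was −0.153, over 44 genes, and without the other 0.772. Leaving out 1 or the other solvent library gave 1.217 and 0.369. The means of the list were −1.42 and −0.55 in the 2 CD9sh libraries and −1.80 and −1.45 in solvent, so that 1 library enlarged a difference in means that both showed.

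With EVs, the log2 ratio to solvent was 0.05 for GAPDH, 0.08 for XPO1, −0.02 for KPNB1 and 0.02 for CD9. XPO1 encodes the exportin that leptomycin B blocks, and its FPKM was 41.5 in solvent (the authors' limits 33.6 to 49.4) and 86.0 with leptomycin B (69.8 to 102), a log2 ratio of 1.05. KPNB1, which encodes importin β1, had a log2 ratio of −0.24 with importazole, with limits that overlap those of solvent.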
